# Multipotent neural stem cells originating from neuroepithelium exist outside the mouse central nervous system

**DOI:** 10.1038/s41556-025-01641-w

**Published:** 2025-04-10

**Authors:** Dong Han, Wan Xu, Hyun-Woo Jeong, Hongryeol Park, Kathrin Weyer, Yaroslav Tsytsyura, Martin Stehling, Guangming Wu, Guocheng Lan, Kee-Pyo Kim, Henrik Renner, Dong Wook Han, Yicong Chen, Daniela Gerovska, Marcos J. Araúzo-Bravo, Jürgen Klingauf, Jens Christian Schwamborn, Ralf H. Adams, Pentao Liu, Hans R. Schöler

**Keywords:** Neural stem cells, Neural stem cells

## Abstract

Conventional understanding dictates that mammalian neural stem cells (NSCs) exist only in the central nervous system. Here, we report that peripheral NSCs (pNSCs) exist outside the central nervous system and can be isolated from mouse embryonic limb, postnatal lung, tail, dorsal root ganglia and adult lung tissues. Derived pNSCs are distinct from neural crest stem cells, express multiple NSC-specific markers and exhibit cell morphology, self-renewing and differentiation capacity, genome-wide transcriptional profile and epigenetic features similar to control brain NSCs. pNSCs are composed of Sox1^+^ cells originating from neuroepithelial cells. pNSCs in situ have similar molecular features to NSCs in the brain. Furthermore, many pNSCs that migrate out of the neural tube can differentiate into mature neurons and limited glial cells during embryonic and postnatal development. Our discovery of pNSCs provides previously unidentified insight into the mammalian nervous system development and presents an alternative potential strategy for neural regenerative therapy.

## Abstract (web summary)

Han et al. report the existence of neural stem cells (NSCs) outside the central nervous system and show that these peripheral NSCs display features similar to brain NSCs, including the ability to differentiate into mature neurons.

## Main

At the onset of vertebrate neurogenesis, neuroepithelial cells (NECs) in the neural tube, the earliest NSCs, switch their identity and generate radial glial cells that differentiate into neurons and glial cells in the central nervous system (CNS)^1^. In the adult mammalian brain, NSCs exist mainly in two regions: the subgranular zone in the dentate gyrus of the hippocampus and the subventricular zone, adjacent to the lateral ventricles^2^, where neurogenesis persists throughout postnatal life^3^. NSCs can also be extracted from adult CNS regions where neurogenesis is not apparent, then expanded and differentiated into neurons and glia in culture^4–7^. Unlike the CNS, the peripheral nervous system (PNS) is derived from the neural crest cells (NCCs), a collection of progenitors that migrates out of the dorsal side of the neural tube^8^. Multipotent neural crest stem cells (NCSCs), rather than NSCs, are found outside the CNS^9,10^. NCSCs, with a limited capacity for self-renewal, are different from NSCs in gene expression and differentiation potential^11–13^. Taken together, these results demonstrate that mammalian NSCs exist only in the CNS. Whether NSCs exist outside the CNS was unknown to date.

Here, we show that multipotent pNSCs with CNS NSC properties exist outside the mouse CNS, contrary to the long-standing dogma. Derived pNSCs closely resemble brain tissue-derived NSCs and are distinct from NCSCs. pNSCs are composed of Sox1^+^ cells and originate from NECs. pNSCs in situ have similar molecular features to brain NSCs. Furthermore, many pNSCs that migrate out of the neural tube can differentiate into neurons and limited glial cells during embryonic and postnatal development. Our finding of pNSCs provides previously unidentified insight into mammalian nervous system development.

## Results

### Derivation of peripheral NSCs by low-pH treatment

Initially, we attempted to repeat the experiment that described the stimulus-triggered acquisition of pluripotency based on low-pH treatment of somatic cells. However, regardless of which culture conditions and tissues we used, we failed to derive pluripotent cells. Finally, the respective papers were retracted a couple of months after they were published (https://www.nature.com/news/stap-retracted-1.15488), which stopped any further attempts at deriving pluripotent cells this way. However, to our surprise, with one culture condition, we were able to obtain a rare population of cells that shared features with NSCs. While most of the cells grew like fibroblasts and were negative for Sox2 and Olig2 (Extended Data Fig. 1a,b), we obtained NSC-like cell clusters when we used a low-pH medium to treat mouse passage-4 embryonic limb cells and passage-2 adult lung cells (Fig. 1a–d). We tentatively named these cells as ‘embryonic limb low-pH NSCs’ (ellNSCs) and ‘adult lung low-pH NSCs’ (allNSCs), respectively. EllNSCs and allNSCs were similar to control brain NSCs^14^ or transcription factor (TF)-induced NSCs (iNSCs)^15^ in morphology, passaging, proliferation, lack of teratoma formation, marker gene expression and genome-wide gene expression pattern (Fig. 1e–j and Extended Data Fig. 1c–f). DNA methylation analysis on the regulatory regions of NSC marker *Nestin* and the promoter region of fibroblast marker *Col1a1* revealed similar methylation profiles between low-pH-derived NSCs (ldNSCs) and control NSCs (Fig. 1k,l). These data suggest that ldNSCs have features in common with NSCs.

**Fig. 1:**
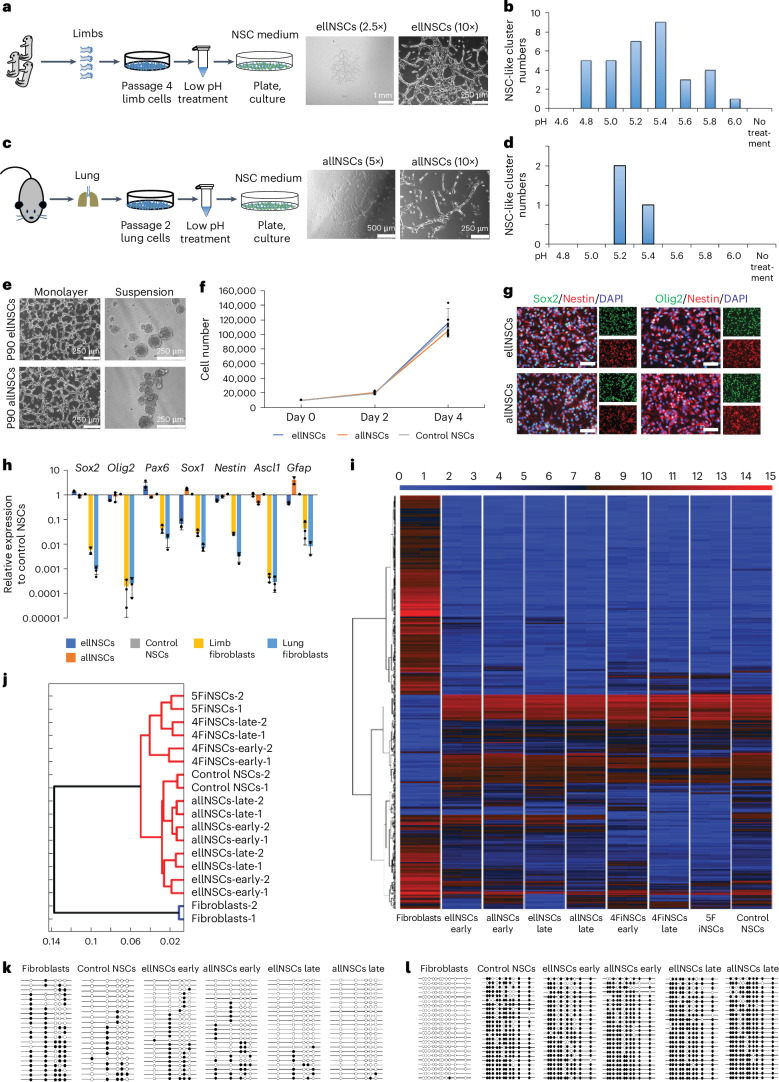
Derivation and characterization of ellNSCs and allNSCs. **a**, Schematic for deriving ellNSCs and morphology of early cluster. **b**, Number of NSC-like clusters obtained with different pH conditions from passage-4 embryonic limb cells; *n* = 12. **c**, Schematic for deriving allNSCs and morphology of early cluster. **d**, Number of NSC-like clusters obtained with different pH conditions from passage-2 adult lung cells; *n* = 10. **e**, LdNSCs stably maintained for 90 passages, representative of three biological replicates. **f**, Proliferation rates of passage-90 ldNSCs and control NSCs. The data represent mean ± s.d. (*n* = 3 biological replicates). **g**, Immunofluorescence of NSC markers in ellNSCs and allNSCs, representative of three biological replicates. Scale bar, 50 μm. **h**, RT–qPCR of NSC markers in samples. All data are calibrated to brain NSCs, whose expression is considered to be 1 for all genes. The data represent mean ± s.d. (*n* = 3 biological replicates). **i**, Heatmap of global gene expression across samples. Colour bar indicates gene expression in log_2_ scale. *n* = 2 biological replicates, all replicates are shown. **j**, Hierarchical clustering of the cell lines based on **i**. **k**,**l**, Bisulfite sequencing PCR on the second intron of *Nestin* (**k**) and promoter of *Col1a1* (**l**) in samples. Open and filled circles represent unmethylated and methylated CpGs, respectively. Source data

### Low-pH-derived pNSCs are multipotent

We next examined the differentiation capacity of ldNSCs to three main neural lineages in vitro. Under various conditions, ellNSCs and allNSCs differentiated into astrocytes, oligodendrocytes and neurons with similar differentiation efficiencies to brain NSCs (Fig. 2a–d and Extended Data Fig. 1g). As expected, most differentiated neurons were either GABAergic, glutamatergic or to a lesser extent cholinergic. Neurons from all three NSC types expressed vesicular glutamate transporter 1 (vGluT1), suggesting synapse development (Fig. 2e).

**Fig. 2:**
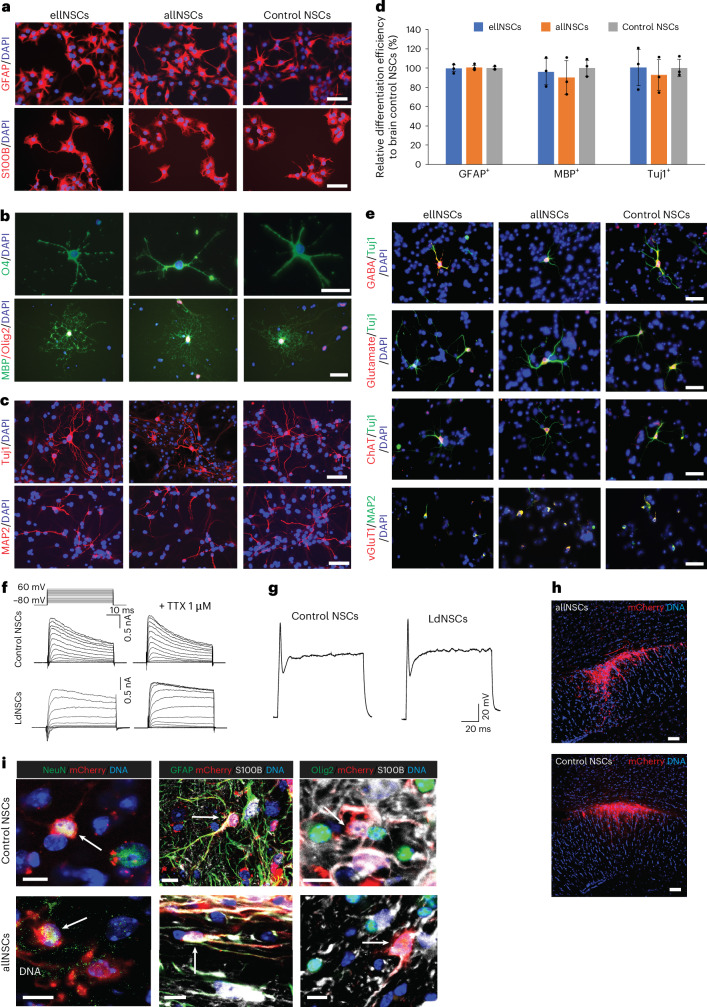
Multipotency of ldNSCs in vitro and in vivo. **a**–**c**, ellNSCs, allNSCs and control NSCs differentiated into astrocytes (GFAP^+^/S100B^+^) (**a**), oligodendrocytes (O4^+^/Olig2^+^/MBP^+^) (**b**) and neurons (Tuj1^+^/MAP2^+^) (**c**). Scale bar, 50 μm. **d**, In vitro differentiation efficiencies in samples, normalized to brain NSCs, determined via immunostaining with Tuj1 (neurons), GFAP (astrocytes) and MBP (oligodendrocytes). The data represent mean ± s.d. (*n* = 3 biological replicates). **e**, Immunofluorescence images of neurons derived from samples. Scale bar, 50 μm. ChAT, choline acetyltransferase; vGluT1, vesicular glutamate transporter type 1. **f**, Voltage-clamp recordings from ldNSC and control NSC neurons in response to increasing voltage pulses. **g**, Current-clamp mode action potential of ldNSC and control NSC neurons in response to current injection (200 pA). **h**, Immunohistochemistry of transplanted allNSCs and control NSCs after 6 weeks. *n* = 3 mice each. Scale bar, 50 μm. **i**, Transplanted allNSCs and control NSCs differentiated into mature neurons (NeuN^+^/mCherry^+^), astrocytes (GFAP^+^/S100B^+^/mCherry^+^) and oligodendrocytes (Olig2^+^/S100B^+^/mCherry^+^), indicated by white arrows. Data represent three biological replicates. Scale bar, 10 μm.

Neurons derived from ldNSCs also possess neuronal membrane properties. Both voltage-gated Na^+^ inward and K^+^ outward currents were elicited in ldNSC- and control NSC-derived neurons and the inward current could be blocked by tetrodotoxin (TTX) application (Fig. 2f and Extended Data Fig. 1h). Although spontaneous firing of action potentials was not observed, the neurons were excitable and elicited action potentials by current injections, demonstrating excitability (Fig. 2g). These data show that neurons derived from ldNSCs acquired electrical properties akin to those from control NSCs.

A hallmark of NSCs is their ability to survive and differentiate in vivo when transplanted into the adult mouse brain. Therefore, we transplanted karyotyped allNSCs labelled with mCherry into the cortex of adult mice. Analysis after 6 weeks revealed survival of grafts, with complete survival of the host and absence of tumour formation (Fig. 2h and Extended Data Fig. 1i,j). Like control NSCs, grafted allNSCs were able to differentiate into all three neural lineages, demonstrating that allNSCs exhibit similar characteristics as control NSCs after transplantation (Fig. 2i and Extended Data Fig. 1k–m).

### Derivation of pNSCs without low-pH treatment

Previously, NSC-like clusters could not be obtained from passage-4 embryonic limb cells without low-pH treatment (Fig. 1b, ‘no treatment’). If endogenous NSCs were present in the limb tissues, culturing and passaging these cells in MEF medium that contains serum but not EGF and bFGF might induce their quiescence or differentiation. To test whether endogenous NSCs exist, freshly isolated embryonic limb cells were directly cultured in NSC medium for 3 weeks. Indeed, we obtained NSC-like cells (Fig. 3a–c and Extended Data Fig. 2a).

**Fig. 3:**
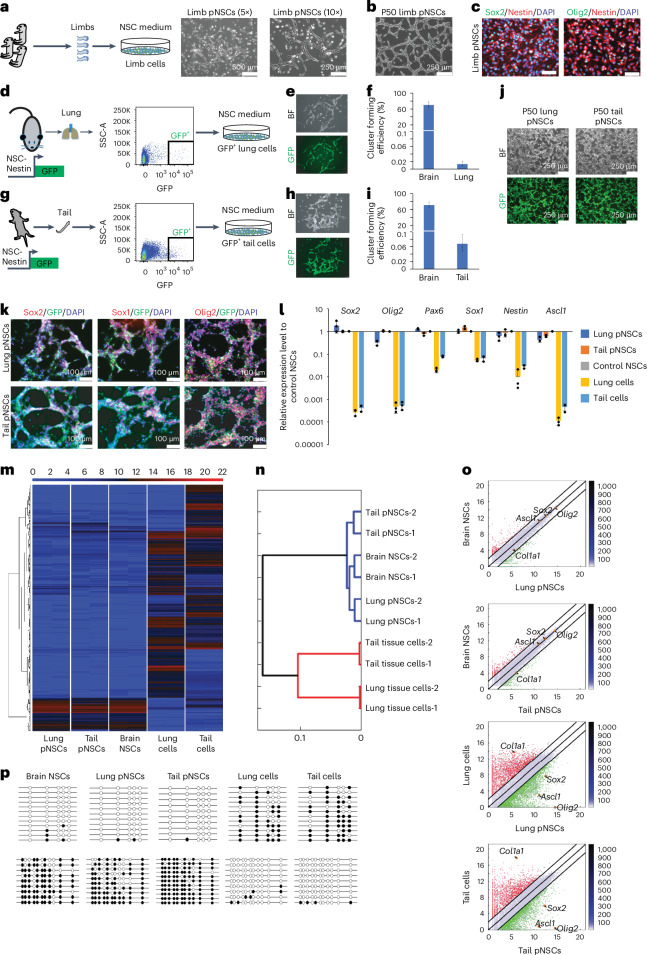
Derivation of pNSCs without low-pH treatment. **a**, Schematic and morphology of embryonic limb pNSC derivation without low-pH treatment. **b**, Limb pNSCs stably maintained for 50 passages. **c**, Immunofluorescence of limb pNSCs. Scale bar, 50 μm. **d**, FACS strategy for deriving adult lung pNSCs without low-pH treatment from Nes-GFP mouse. **e**, Morphology of Nes-GFP^+^ cells derived primary lung pNSC cluster. BF, bright-field. **f**, NSC-like cluster forming efficiency from sorted Nes-GFP^+^ lung cells. The data represent mean ± s.d. (*n* = 3 biological replicates). **g**, FACS strategy for deriving postnatal tail pNSCs without low-pH treatment from Nes-GFP mouse. **h**, Morphology of Nes-GFP^+^ cells derived primary tail pNSC cluster. **i**, NSC-like cluster forming efficiency from sorted Nes-GFP^+^ tail cells. The data represent mean ± s.d. (*n* = 3 biological replicates). **j**, Lung and tail pNSCs stably maintained for 50 passages. **k**, Immunofluorescence of NSC markers in lung and tail pNSCs. **l**, RT–qPCR analysis across samples. All data are calibrated to brain NSCs, whose expression is considered to be 1 for all genes. The data represent mean ± s.d. (*n* = 3 biological replicates). **m**, Heatmap of global gene expression pattern of the samples. *n* = 2 biological replicates, all replicates are shown. **n**, Hierarchical clustering of the cell lines based on **m**. **o**, Pairwise scatter-plots of lung and tail pNSCs versus brain NSCs and tissue cells. *n* = 2 biological replicates; the depicted results are an integration of data derived from all different biological samples. **p**, Bisulfite sequencing PCR on *Nestin* (up) and *Col1a1* (down) in samples.

To assess whether pNSCs exist in adult lung tissues, we used a transgenic mouse line that expresses GFP under NSC-specific Nestin regulatory elements (Nes-GFP)^16^. Adult lung Nes-GFP^+^ cells were sorted and cultured directly in NSC medium for 3 weeks (Fig. 3d). While most GFP^+^ cells were fibroblast-like cells (Extend Data Fig. 2b), we observed GFP^+^ NSC-like clusters (Fig. 3e,f). Similar results were observed from postnatal tail Nes-GFP^+^ cells (Fig. 3g–i). 

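Gene expression was measured by RNA-seq of polyA-selected RNA in 5 groups of the Nes-GFP experiment: brain NSCs, adult lung pNSCs, postnatal tail pNSCs, lung cells and tail cells, with 2 biological replicates each (10 samples). The authors aligned single-end reads to GRCm38 with HISAT2, counted them per gene with htseq-count and deposited these counts, to which no normalization had been applied. The totals lay between 16700710 and 21402778 counts per sample, so that 3 counts, taken as the smallest detectable amount, stand for 0.140 to 0.180 cpm (counts scaled to library size). Of 28244 genes, 16948 passed edgeR's filterByExpr and were tested. Counts were scaled by the trimmed mean of M values (TMM), and a quasi-likelihood negative binomial model was fitted to all 5 groups together. A gene was counted as differentially expressed at a Benjamini–Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. The replicates lay close together: their squared differences per gene were 1.61 to 2.82 times those of counting error alone, and the common biological coefficient of variation was 0.0258. With 2 samples per group, every p-value rests on edgeR's variance model, which shares information between genes. Here and in the experiments below, replicates of a group had alike levels of *Xist* and Y-linked genes. They may therefore come from 1 line or culture, and the p-values would then measure spread within a line. The strand setting of the counting is not stated in the paper's text, which limits genes that overlap another transcript.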

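The overall pattern was compared on quantile-normalized log2 values with 1 added to each count, the transformation given in the paper's methods. Between group means, across genes, Pearson's r was 0.973 for tail pNSCs and brain NSCs (single replicate pairs 0.967 to 0.968) and 0.978 for lung pNSCs and brain NSCs (0.972 to 0.973). Against the tissue of origin r was 0.691 for tail pNSCs and tail cells (0.688 to 0.689) and 0.587 for lung pNSCs and lung cells (0.583 to 0.586). Replicates of one group had r of at least 0.988. Genes are not independent replicates, and these coefficients carry no p-value. Keeping every gene with a count in any sample moved r most, to 0.811 for tail pNSCs and tail cells and to 0.752 for lung pNSCs and lung cells. In Euclidean distance each pNSC sample lay 109 ± 5.56 (s.d. over sample pairs) from the brain NSCs and 382 ± 24.1 from the tissue cells, a ratio of 0.286. Both distances exceed those within groups, 40.5 to 69.1. Average linkage joined lung pNSCs to brain NSCs at 104, tail pNSCs to that pair at 119, lung cells to tail cells at 337 and both branches at 384. Measured as 1 minus Pearson's r, the same ratio was 0.0821.

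**Figure D1:**
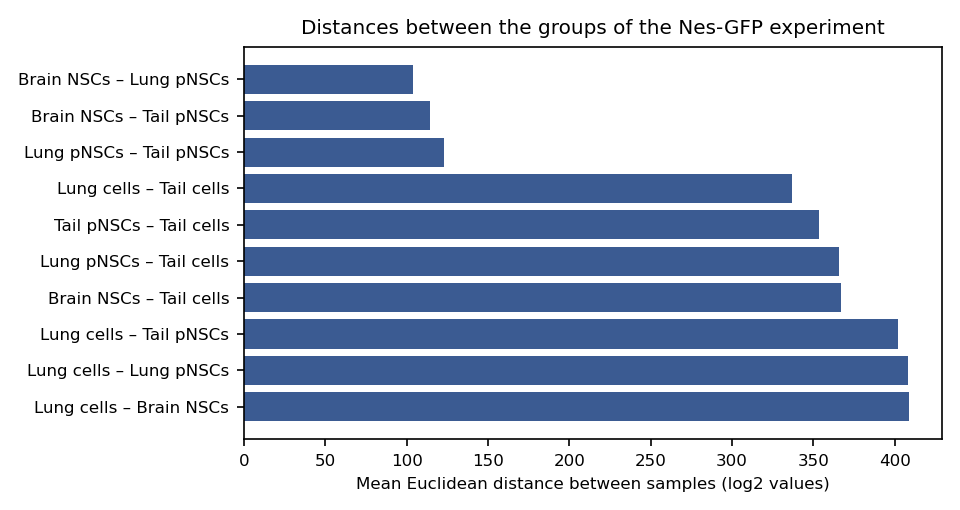
Mean Euclidean distance, on quantile-normalized log2 values, between the samples of each pair of groups in the Nes-GFP experiment, with 2 samples per group. The 3 pairs among brain NSCs, lung pNSCs and tail pNSCs lie between 104 and 123, and the 7 pairs with lung or tail cells lie between 337 and 409.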

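Marker genes are given in TMM-normalized cpm, mean ± s.d. with n = 2, in the order brain NSCs, lung pNSCs and tail pNSCs. The transcription factor gene *Sox2* (chromosome 3, 34650405 to 34652461 in GRCm38, inside the longer transcript *Sox2ot* on the same strand) had 315 ± 5.495, 285 ± 3.26 and 264 ± 3.27 cpm, against 14.4 ± 0.135 in lung cells and 6.79 ± 1.33 in tail cells. *Olig2* (chromosome 16, 91225457 to 91228677) had 1049 ± 10.6, 1163 ± 32.5 and 1115 ± 21.6 cpm. It was listed at 0 in lung cells and at 0.0886 ± 0.0343 cpm in tail cells, so that it was at least 6411-fold higher in lung pNSCs and at least 5781-fold higher in tail pNSCs than in the tissue. *Pax6* (chromosome 2, 105668900 to 105697364, overlapped on the opposite strand by *Pax6os1*) had 46.3 ± 1.07, 41.0 ± 0.265 and 43.6 ± 0.287 cpm. *Nes*, which encodes Nestin (chromosome 3, 87971078 to 87980451), had 1338 ± 2.74, 778 ± 11.8 and 1833 ± 32.7 cpm, with 278 ± 15.1 in lung cells and 76.0 ± 1.80 in tail cells. *Sox1* (chromosome 8, 12395295 to 12400126, overlapped by *Sox1ot* on the same strand) had 52.9 ± 2.18, 36.1 ± 2.12 and 12.8 ± 1.68 cpm and no counts in either tissue. The collagen gene *Col1a1* (chromosome 11, 94936224 to 94953042) had 0.352 ± 0.0901, 1.18 ± 0.0332 and 1.90 ± 0.378 cpm, against 769.9 ± 28.6 in lung cells and 36052 ± 660 in tail cells.

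**Figure D2:**
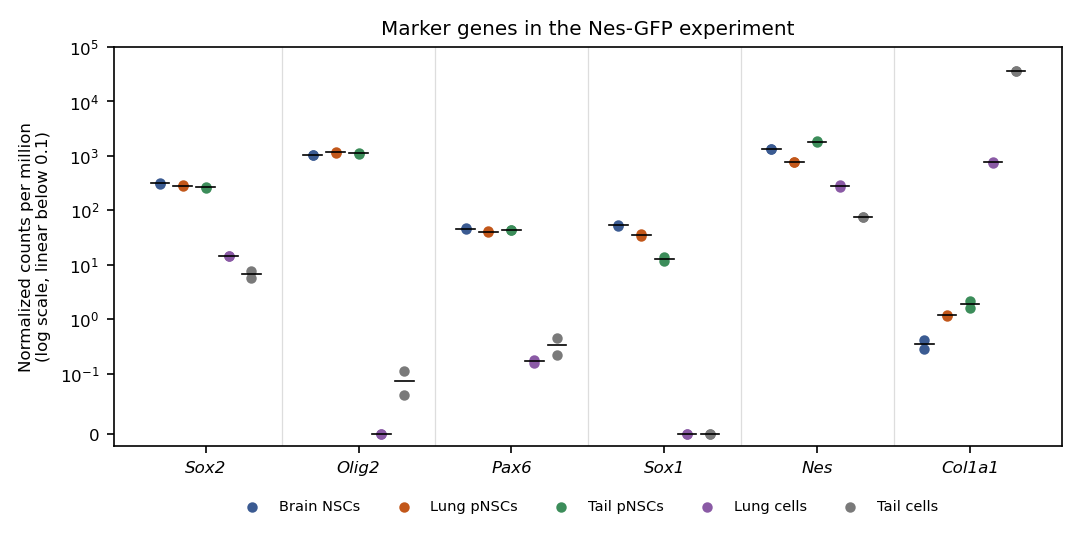
TMM-normalized cpm (log scale, linear below 0.1) of 6 marker genes in the Nes-GFP experiment; points are the 2 replicates of each group and lines their mean. The means of brain NSCs and both pNSC groups lie between 12.8 and 1833 for the 5 NSC marker genes, while *Col1a1* reaches 769.9 in lung cells and 36052 in tail cells.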

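In log2 fold change against brain NSCs (edgeR adjusted p), tail pNSCs had *Olig2* at 0.09 (0.00709), *Pax6* at -0.09 (0.321), *Sox2* at -0.25 (2.79e-13), *Nes* at 0.45 (4.48e-55), *Sox1* at -2.04 (1.71e-121) and *Col1a1* at 2.39 (3.53e-11). Lung pNSCs had *Olig2* at 0.15 (2.66e-06), *Pax6* at -0.18 (0.0311), *Sox2* at -0.14 (6.87e-05), *Nes* at -0.78 (2.71e-156), *Sox1* at -0.55 (3.06e-13) and *Col1a1* at 1.73 (4.05e-05). All of these except *Pax6* in tail pNSCs had an adjusted p under 0.05, and only *Sox1* and *Col1a1* in tail pNSCs and *Col1a1* in lung pNSCs passed the log2 fold change of 1. The astrocyte gene *Gfap* (chromosome 11, 102887336 to 102900912, overlapped on the opposite strand by *Gm26668*), at 3.91 ± 0.557 cpm in brain NSCs, was at least 24.0-fold lower in tail pNSCs (adjusted p 5.99e-25) and at -0.65 in lung pNSCs (0.0247). Some of these calls depend on the method. In lung pNSCs *Gfap* no longer passed an adjusted p of 0.05 with DESeq2 (-0.62) and with replicate number as a block (-0.64, adjusted p 0.0545), and *Pax6* no longer did with DESeq2 (-0.15), without the filter (-0.16, 0.0839) and with upper-quartile scaling (-0.16, 0.0579). *Olig2* in tail pNSCs, at 0.05, no longer did with a stricter filter. It did not pass either in the edgeR fit over the 28 samples of all experiments (0.09, adjusted p 0.0995). Against the tissue cells, *Sox2* rose by 5.27 (SE 0.0621) in tail and 4.31 (SE 0.0527) in lung pNSCs, *Nes* rose by 4.59 (SE 0.0363) and 1.48 (SE 0.0309), and *Col1a1* was at -14.22 (SE 0.0426) and -9.34 (SE 0.0462). SE stands here and below for the absolute log2 fold change over the square root of the test's F statistic. For large changes it can be smaller than the replicate spread implies.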

Nes-GFP^+^ pNSCs were similar to brain NSCs in self-renewal, lack of teratoma formation, marker gene expression, genome-wide gene expression pattern and DNA methylation pattern on *Nestin* and *Col1a1* loci (Fig. 3j–p and Extended Data Fig. 2c). 

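Across the tested genes of the Nes-GFP experiment, 1848 (10.9%) were differentially expressed between tail pNSCs and brain NSCs, 731 higher and 1117 lower in tail pNSCs. Between lung pNSCs and brain NSCs there were 1476 (8.71%), 773 higher and 703 lower. Against the tissues the counts were larger: 7916 (46.7%; 2389 higher, 5527 lower) for tail pNSCs and tail cells, and 9327 (55.0%; 3416 higher, 5911 lower) for lung pNSCs and lung cells. Without the limit on the fold change, the alternative that moved the counts against brain NSCs most, 8318 genes differed between tail pNSCs and brain NSCs (4354 higher, 3964 lower) and 6835 between lung pNSCs and brain NSCs (3177 higher, 3658 lower), so that the side with more genes changed in both. A stricter filter, on the mean log2 value over all groups, lowered the counts against the tissues to 3146 and 4209. It tends to remove genes near 0 in some groups, so part of this fall is built in. Without the limit on the fold change they rose to 14042 and 14582. Genes at least 4-fold apart in mean normalized value, counted without a test, numbered 688 (4.06%) and 522 (3.08%) against brain NSCs in tail and lung pNSCs, and 5163 (30.5%) and 6221 (36.7%) against tail and lung cells. With 10 in place of 1 added to each count, the first of these counts were 303 and 225. Of the genes at least 4-fold apart, 969 were higher and 4194 lower against tail cells, and 1674 higher and 4547 lower against lung cells. Centring each sample on its median kept the excess of lower genes, at 1490.0 higher and 3656 lower and at 2138 higher and 4173 lower. Quantile normalization, chosen after seeing the data, gives every sample the same distribution and so evens out such an excess; with it 2564 were higher and 2642 lower, and 3218 higher and 3204 lower.
Among the genes that changed most in tail pNSCs, the transcription factor gene *Nkx6-1* (chromosome 5, 101658139 to 101664996), *Fndc3c1* and *Hoxd8* (chromosome 2, 74704615 to 74707933, overlapped on the opposite strand by *Hoxd3os1*) had 69.3 ± 1.70, 54.2 ± 2.16 and 39.7 ± 0.580 cpm (n = 2) and no counts in brain NSCs, at least 480.4-fold, 376-fold and 275-fold higher. *Zic1* and *Nr2e1* had no counts in tail pNSCs and 74.9 ± 2.90 and 38.0 ± 1.37 cpm in brain NSCs, at least 460.1-fold and 234-fold lower. In lung pNSCs, *Calca* (chromosome 7, 114631478 to 114636357), *Pax3* and the processed pseudogene *Rps15a-ps8* were at least 968-fold, 149-fold and 125-fold higher than in brain NSCs, where they had no counts. *Ddit4l* and *Zcchc12* were at least 481-fold and 173-fold lower, and *Tagln2* fell by 9.68 on the log2 scale (SE 0.108). The paper states, citing Fig. 3j–p, that Nes-GFP+ pNSCs were similar to brain NSCs in marker gene expression and genome-wide expression pattern; the immunofluorescence and RT–qPCR among these panels were not analysed here.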

Together, these results demonstrate that pNSCs exist outside the CNS and can be isolated in vitro without low-pH treatment.

### pNSCs derived without low-pH treatment are multipotent

We next examined the multipotency of Nes-GFP^+^ pNSCs. We generated clonal brain NSC, adult lung and postnatal tail Nes-GFP^+^ pNSC lines (Fig. 4a). Under various differentiation conditions in vitro, lung and tail pNSCs could be differentiated into neurons, astrocytes and oligodendrocytes, with similar efficiencies to brain NSCs (Fig. 4b,c).

**Fig. 4:**
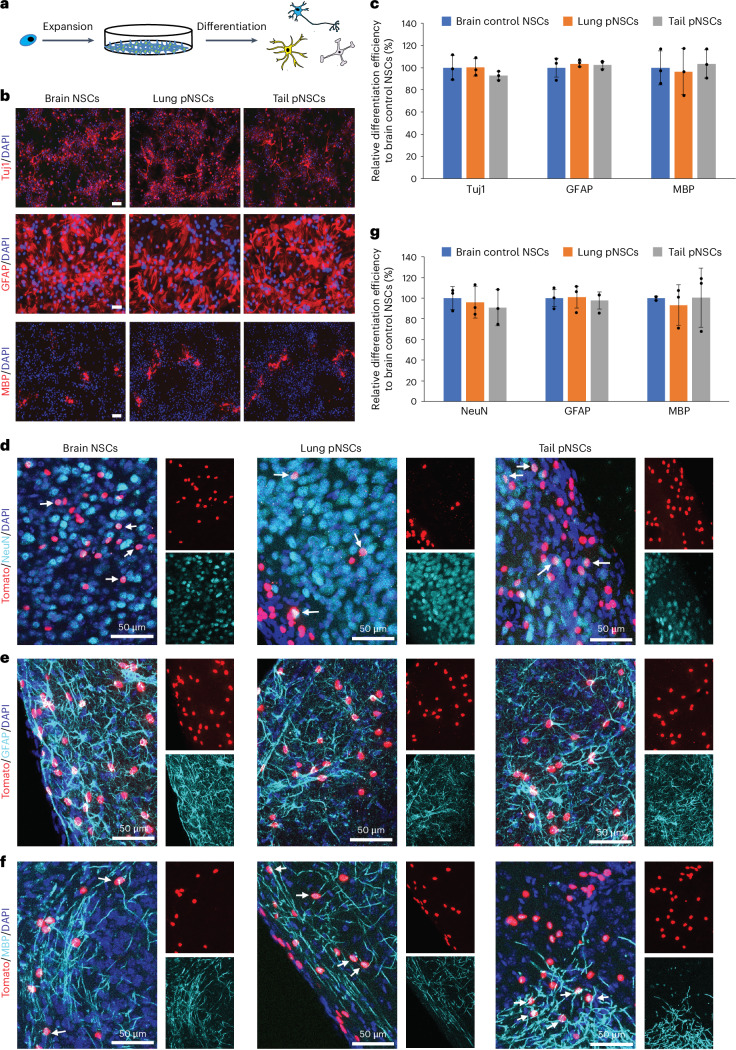
Multipotency of pNSCs derived without low-pH treatment. **a**, Scheme of the clonal pNSC line establishment and differentiation. **b**, Lung and tail pNSCs and brain NSCs differentiated into neurons (Tuj1), astrocytes (GFAP) and oligodendrocytes (MBP). Scale bar, 50 μm. **c**, In vitro differentiation efficiencies in samples, normalized to brain NSCs. The data represent means ± s.d. (*n* = 3 biological replicates). **d**–**f**, Transplanted pNSCs and brain NSCs differentiated into mature neurons (**d**), astrocytes (**e**) and oligodendrocytes (**f**). White arrows indicate positive cells. Scale bar, 50 μm. **g**, In vivo differentiation efficiencies in samples, normalized to brain NSCs. The data represent mean ± s.d. (*n* = 3 biological replicates).

Next, clonal Nes-GFP^+^ adult lung and postnatal tail pNSCs labelled with H2B-tdTomato (Extended Data Fig. 2d) were transplanted into the cortex of postnatal day 1 (P1) mouse brain. All mice survived with no tumourigenesis. Immunohistochemistry after 6 weeks revealed that the engraftments did not express Nestin or cell-cycle marker Ki67 (Extended Data Fig. 2e). Notably, transplanted cells differentiated into all three neural lineages in vivo with similar differentiation efficiencies to brain NSCs (Fig. 4d–g). These results demonstrate that pNSCs derived without low-pH treatment exhibit characteristics similar to brain NSCs when transplanted into the mouse brain.

To exclude cell fusion between transplanted cells and endogenous cells, we transplanted wild-type postnatal tail pNSCs constitutively expressing Cre recombinase and H2B-GFP (Extended Data Fig. 2f,g) into the brain of P1 R26-loxp-Stop-loxp-RFP mouse^17^. If fusion occurred, fused cells would become GFP^+^/RFP^+^ after Cre excision of the loxP-flanked stop sequences (Extended Data Fig. 2h). We were only able to observe GFP^+^ but not GFP^+^/RFP^+^ neural derivatives (Extended Data Fig. 2i), excluding the possibility of cell fusion.

### Derived pNSCs do not originate from NCCs

NCSCs can be derived outside the CNS. To assess whether derived pNSCs are NCSCs, we stained Nes-GFP^+^ adult lung and postnatal tail pNSCs with NSC- and neural crest (NC)-specific markers. pNSCs expressed Sox2 and NSC-specific marker Olig2, but not NC-specific markers Sox10 and p75 (refs. ^9,18^). In contrast, NCSCs from adult wild-type (WT) mouse dorsal root ganglia (DRG) expressed Sox2, Sox10 and p75, but not Olig2 (Fig. 5a). Upon differentiation, pNSCs efficiently differentiated into p75 negative Tuj1^+^ neurons, GFAP^+^ astrocytes and myelin basic protein (MBP)^+^ oligodendrocytes. In contrast, it was very difficult to observe Tuj1^+^ and MBP^+^ cells in NCSCs differentiation. Furthermore, NCSCs differentiated cells expressed p75 (Fig. 5b). These results demonstrate that pNSCs are different from NCSCs.

**Fig. 5:**
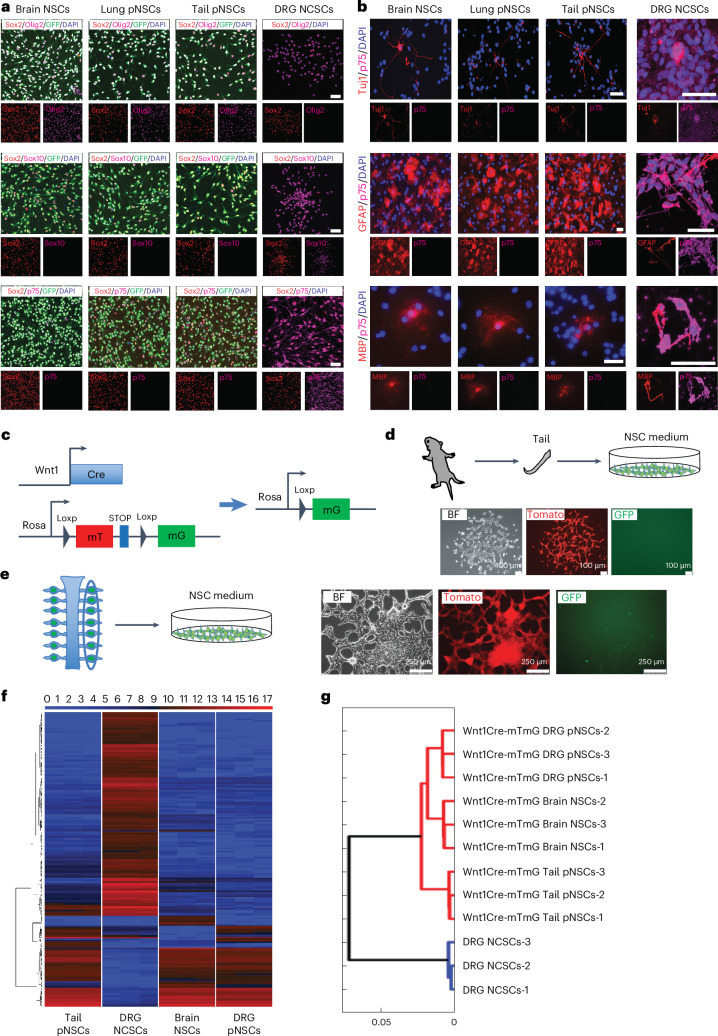
pNSCs are distinct from NCSCs and do not originate from NCCs. **a**, Immunofluorescence of brain NSCs, lung pNSCs, tail pNSCs and DRG NCSCs. Data represent three biological replicates. Scale bar, 50 μm. **b**, Immunofluorescence of differentiated neurons (Tuj1), astrocytes (GFAP) and oligodendrocytes (MBP) from brain NSCs, lung pNSCs, tail pNSCs and DRG NCSCs. Data represent three biological replicates. Scale bar, 50 μm. **c**, Genetic tracing of NCCs and their progenies. **d**,**e**, Schematic for deriving postnatal tail (**d**) and DRG pNSCs (**e**) and morphology of primary pNSC clusters. **f**, Heatmap of global gene expression pattern across samples. *n* = 3 biological replicates; all replicates are shown. **g**, Hierarchical clustering of the cell lines based on **f**.

To further genetically confirm that pNSCs are not NCSCs and not from NCCs, we crossed Wnt1-Cre mice^19^ with R26-mTmG mice^20^ to label NCCs and their progenies (Fig. 5c). First, we tried to obtain pNSCs from postnatal Wnt1-Cre-mTmG tail tissues. Because we did not know whether pNSCs are derived from NCCs, we did not sort the GFP^−^ or GFP^+^ cells and simply plated out all the cells from tail tissue at low density and cultured them in NSC medium. Under these conditions, the GFP^+^ and GFP^−^ cells had exactly the same chance of forming NSC-like clusters. Although Wnt1-Cre may not label all NC-derived cells, the vast majority of NC-derived cells were GFP^+^. Notably, we derived only Tomato^+^/GFP^−^ pNSCs (Fig. 5d). We were also able to derive pNSCs from sorted GFP^−^ cells, indicating that pNSCs are not NCSCs and not from NCCs (Extended Data Fig. 3a). Similar results were obtained from postnatal DRG tissue. As there are many NC-derived cells in the DRG tissue, we also observed some GFP^+^ cells in the culture, but these GFP^+^ cells did not form the NSC-like clusters and were lost within several passages (Fig. 5e). Furthermore, we sorted the GFP^+^ cells from the DRG, treated them with low-pH medium, and cultured them in NSC medium. No NSC-like cluster formed (Extended Data Fig. 3b), strongly arguing against any trans- or de-differentiation of DRG GFP^+^ cells into pNSCs. 

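Wnt1-Cre-mTmG mice serve to mark neural crest cells and their progeny with GFP and to leave other cells Tomato-positive. The paper allows that some neural crest progeny may escape the label, and says that midbrain cells carry it too. Postnatal tail pNSCs and postnatal DRG pNSCs (from dorsal root ganglia) of this line, its brain NSCs, and NCSCs from the DRG of adult mice were sequenced with 3 biological replicates each (12 samples). The values are again the authors' deposited gene counts, treated as described for the Nes-GFP cells, with the 4 groups fitted together. Totals ran from 17051461 to 22548268 counts in tail pNSCs and NCSCs but only from 9808246 to 11431445 in brain NSCs and DRG pNSCs, where 3 counts stand for up to 0.306 cpm. This difference in depth runs along whole groups. In all, 14448 genes were tested, and the common biological coefficient of variation was 0.0480. Squared differences between replicates were 1.09 to 1.41 times counting error in tail pNSCs, DRG pNSCs and brain NSCs, and 2.22 to 21.0 times in NCSCs, where the third replicate lies apart from the other two. With 3 samples against 3, an exact permutation test of a single gene cannot give a p under 0.05, and the adjusted p-values come from edgeR.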

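Across genes, r with brain NSCs was 0.962 for DRG pNSCs (replicate pairs 0.956 to 0.957), 0.934 for tail pNSCs (0.929 to 0.931) and 0.731 for NCSCs (0.726 to 0.728). Distances put the groups in the same order. Brain NSCs and DRG pNSCs lay 103 apart, DRG and tail pNSCs 123, brain NSCs and tail pNSCs 131, and the 3 distances to NCSCs were 255 to 261. The pNSC samples lay 117 ± 14.4 from brain NSCs (s.d. over sample pairs) and 258 ± 3.10 from NCSCs, a ratio of 0.454, and samples of one group lay 31.9 to 47.6 apart. In the tree, DRG pNSCs joined brain NSCs at 103, tail pNSCs joined them at 126.96 and NCSCs at 258.
The number of differentially expressed genes against brain NSCs was 1377 (9.53%; 451 higher, 926 lower) in DRG pNSCs and 2630 (18.2%; 1323 higher, 1307 lower) in tail pNSCs. Without the limit on the fold change, 3374 genes were higher and 3260.0 lower in DRG pNSCs, so that the excess of lower genes was not kept. In NCSCs it was 5336 (36.9%; 3192 higher, 2144 lower).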

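NSC marker genes, in the order brain NSCs, tail pNSCs and DRG pNSCs (mean ± s.d., n = 3), had the following levels. *Olig2* had 1136 ± 19.3, 904 ± 7.55 and 1280.1 ± 14.6 cpm, *Sox2* 322 ± 4.41, 689.5 ± 6.75 and 212 ± 1.17, *Pax6* 34.0 ± 3.02, 70.5 ± 1.39 and 33.0 ± 2.41, *Sox1* 45.8 ± 2.08, 88.2 ± 3.20 and 21.7 ± 1.60, and *Nes* 1714 ± 17.8, 925 ± 7.79 and 1645 ± 18.2. In tail pNSCs the log2 fold changes against brain NSCs were 1.10 for *Sox2* (edgeR adjusted p 5.64e-14), 1.05 for *Pax6* (3.24e-10), 0.95 for *Sox1* (4.07e-09), -0.33 for *Olig2* (1.93e-05) and -0.89 for *Nes* (9.75e-09). In DRG pNSCs they were -1.07 for *Sox1* (3.2e-08), -0.60 for *Sox2* (9.72e-10) and 0.17 for *Olig2* (0.00999), while *Pax6* at -0.04 (0.726) and *Nes* at -0.06 (0.544) did not pass an adjusted p of 0.05 in the fit over all 4 groups, whose variance estimate includes the NCSCs. *Nes* passed it when only these 2 groups were fitted (-0.08, 2.12e-06), and *Olig2* did not without replicate 1 of the brain NSCs (0.16). The sign of this small *Pax6* value changed in 1 alternative, to 0.018 without replicate 2 of the DRG pNSCs. *Col1a1* was 5.17 higher in tail pNSCs (104 ± 3.32 against 2.88 ± 0.264 cpm, adjusted p 4.58e-14) and at -1.50 in DRG pNSCs (0.0124). *Gfap* was at -1.11 in tail pNSCs (1.83e-10) and at -5.84 in DRG pNSCs (2.34e-15).
Among the genes that rose most against brain NSCs were *Xist* (X chromosome, 103460366 to 103483254, overlapped on the opposite strand by *Tsix*), *Hoxb8* (chromosome 11, 96281905 to 96285315) and *Hoxb9* in tail pNSCs, at least 3951-fold, 288-fold and 281-fold, and *Hoxa9* (chromosome 6, 52223100 to 52231089, overlapped on the same strand by *Mir196b*), *Hoxb8* and *Hoxd8* in DRG pNSCs, at least 442-fold, 164-fold and 99.0-fold. The rise of *Xist* follows the sex of the lines. These brain NSCs had 259 cpm of Y-linked genes and almost no *Xist*, while tail pNSCs had 91.3 cpm of Y-linked genes. The Nes-GFP brain NSCs had *Xist* without Y-linked counts, and there *Xist* was at -0.28 in tail pNSCs in the fit over all samples. Among the strongest falls were those of at least 1000.2-fold for *Six3os1* and 414-fold for *Six3* (chromosome 17, 85613608 to 85629302, on the opposite strand to *Six3os1*) in tail pNSCs, and at least 513-fold for *Six3os1* and 132-fold for *Nr2e1* in DRG pNSCs.

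**Figure D3:**
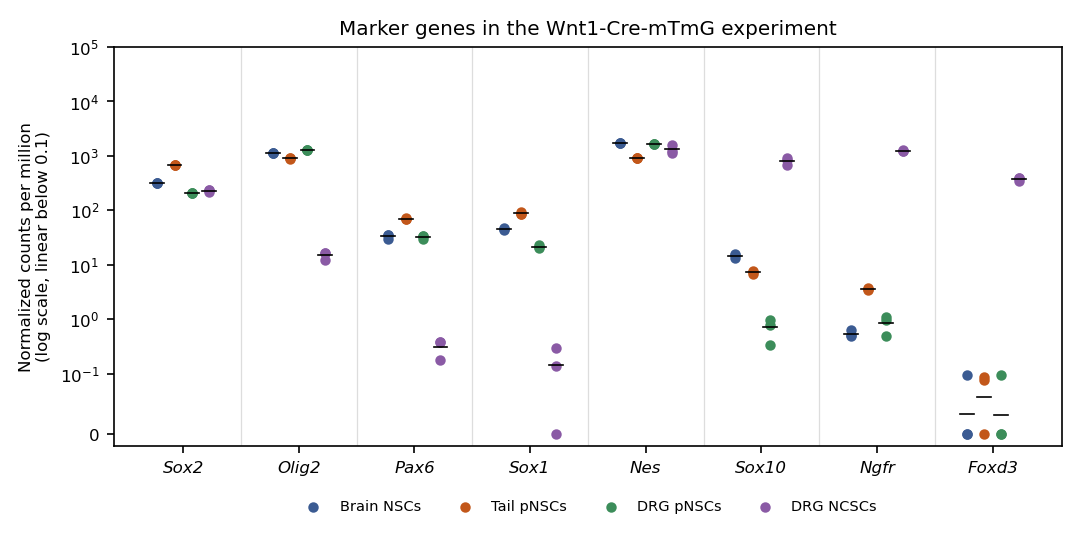
TMM-normalized cpm (log scale, linear below 0.1) of 8 marker genes in the Wnt1-Cre-mTmG experiment; points are the 3 replicates of each group and lines their mean. The mean of *Olig2* lies between 904 and 1280.1 in brain NSCs and both pNSC groups and at 15.3 in NCSCs, and *Sox10*, *Ngfr* and *Foxd3* have means of 378 or above only in NCSCs.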

The Tomato^+^/GFP^−^ pNSCs also share many features with brain NSCs (Fig. 5f,g and Extended Data Fig. 3c–i). Together, these results demonstrate that pNSCs do not originate from NCCs and are distinct from NCSCs.

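Compared directly with NCSCs, tail pNSCs had 5472 differentially expressed genes (37.9%; 2205 higher, 3267 lower) and DRG pNSCs 5540 (38.3%; 2178 higher, 3362 lower), with r of 0.737 and 0.725. Without the limit on the fold change, 5966 were higher and 6110 lower in tail pNSCs, and 5898 higher and 6005 lower in DRG pNSCs. NC and Schwann cell lineage genes were high in NCSCs (mean ± s.d., n = 3). *Sox10* (chromosome 15, 79154908 to 79165240) had 814 ± 132 cpm in NCSCs, 7.35 ± 0.433 in tail pNSCs and 0.709 ± 0.328 in DRG pNSCs, log2 fold changes of -6.79 (edgeR adjusted p 9.24e-19) and -10.18 (1.22e-18) against NCSCs. Brain NSCs had 14.7 ± 1.16 cpm of *Sox10*, above tail pNSCs (-1.01, 4.53e-05) and DRG pNSCs (-4.40, 5.68e-09). *Ngfr*, which encodes p75 (chromosome 11, 95568818 to 95587735), had 1242 ± 31.0 cpm in NCSCs, 3.62 ± 0.135 in tail pNSCs (-8.42, 5.81e-23) and 0.868 ± 0.326 in DRG pNSCs (-10.45, 1.13e-22). In tail pNSCs *Ngfr* was above the 0.549 ± 0.0776 cpm of brain NSCs (2.70, 2.28e-09), and in DRG pNSCs it was not detectably different from them (0.67, 0.191). *Foxd3* (chromosome 4, 99656299 to 99658622, overlapped on the same strand by *Gm23366*) had 378 ± 21.2 cpm in NCSCs and was at least 2453-fold lower in tail pNSCs and at least 1258-fold lower in DRG pNSCs, where it was at or under 3 counts per sample. *Mbp* was at -5.18 in tail pNSCs (5.58e-17) and -6.03 in DRG pNSCs (4.35e-16) against NCSCs.
NSC marker genes ran the other way. NCSCs had 15.3 ± 2.40 cpm of *Olig2*, 0.316 ± 0.117 of *Pax6* and 0.148 ± 0.151 of *Sox1*. In tail and DRG pNSCs these rose against NCSCs by 5.87 (4.06e-21) and 6.37 (2.68e-21), 7.72 (7.23e-19) and 6.63 (5.95e-17), and 9.24 (1.41e-18) and 7.23 (3.27e-15) on the log2 scale. *Sox2* and *Nes* were present in all groups: *Sox2* at 1.57 in tail pNSCs (6.62e-17) and -0.13 in DRG pNSCs (0.00479), and *Nes* at -0.51 (4.41e-06) and 0.32 (0.000722). Among the largest rises were those of *Kcnj16*, *Hoxb13* and *Sp8* in tail pNSCs (at least 357-fold, 291-fold and 267-fold) and of *Kcnj16* and *Hes5* in DRG pNSCs (at least 698-fold and 128-fold). *Mmp3*, *Gzmb* and *Nts* (at least 2519-fold, 1194-fold and 770.1-fold lower) and *Mmp3*, *Mmp13* and *Crym* (at least 1291-fold, 762-fold and 625-fold lower) were also among the genes that fell most. The paper concludes that pNSCs differ from NCSCs and have no origin in NCCs from its immunostaining, differentiation and tracing of NCCs by their GFP label, and from the features shared with brain NSCs; the gene tests given here are not among the results it cites for this.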

### pNSCs are composed of Sox1^+^ cells

To further characterize the identity of in vivo pNSCs, we sought to perform single-cell transcription analyses. To enrich NSCs, we used a Nes-GFP transgenic mouse line. We performed single-cell RNA sequencing (scRNA-seq) on adult brain and lung Nes-GFP^+^ cells. Brain Nes-GFP^+^ cells were separated into ten different cell-type clusters and were identified using well-characterized markers. Abundant cell populations include quiescent NSCs (qNSCs), active NSCs (aNSCs), neuroblasts (NBs), oligodendrocyte progenitor cells (OPCs) and mature oligodendrocytes (mOLs). Other smaller populations included mural cells, endothelial cells (EC), ependymal cells (Epend), fibroblasts (Fibro), and microglia cells (Micro) (Fig. 6a, Supplementary Fig. 1a,b and Table 1). Pseudotemporal ordering^21^ on single cells of qNSCs, aNSCs and NBs showed the developmental trajectory from qNSCs to aNSCs to NBs (Supplementary Fig. 1c,d). The cell populations and molecular features of the NSCs identified by our scRNA-seq analysis are consistent with those of previous reports^22–25^.

**Fig. 6:**
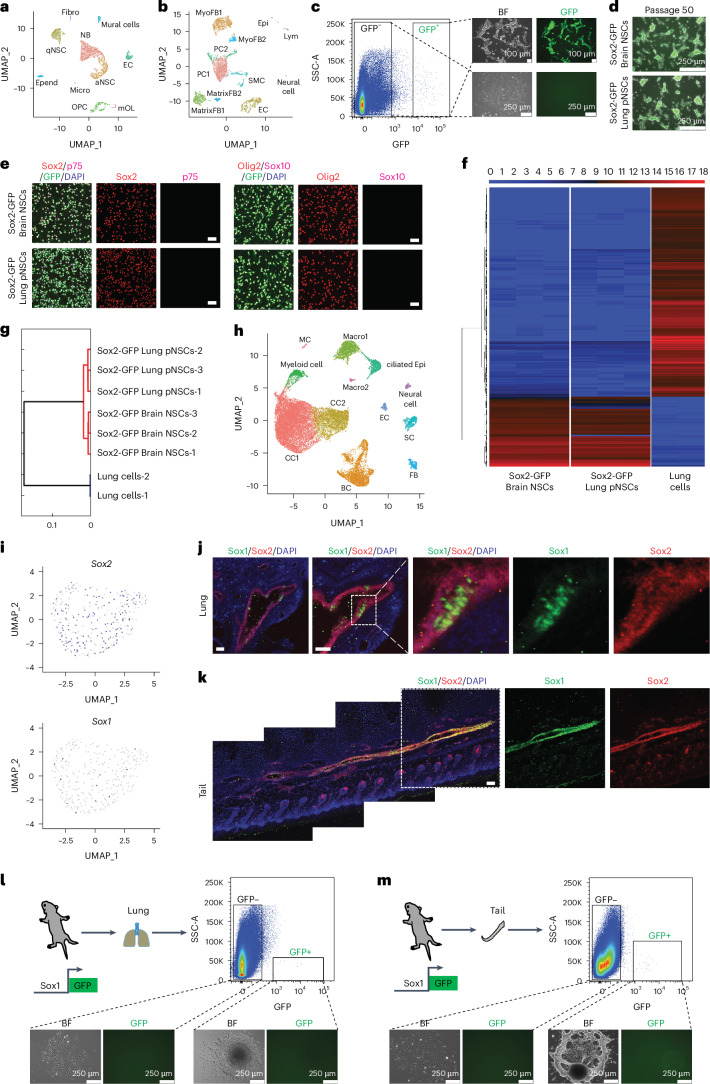
pNSCs are composed of Sox1^+^ cells. **a**,**b**, Uniform manifold approximation and projection (UMAP) of 4,640 adult brain (**a**) and 5,981 lung (**b**) Nes-GFP^+^ cells. Colours represent cell population clusters. *n* = 1 biological replicate. **c**, FACS strategy for GFP^+^ and GFP^−^ cells from postnatal Sox2-GFP mouse lung tissue and morphologies of a primary lung pNSC cluster and GFP^−^ cells after culture. **d**, Sox2-GFP^+^ lung pNSCs stably maintained for 50 passages. **e**, Immunofluorescence of brain NSCs and lung pNSCs from Sox2-GFP mouse. Scale bar, 50 μm. **f**, Heatmap of global gene expression pattern across samples. *n* = 3 biological replicates for brain NSCs and lung pNSCs. *n* = 2 biological replicates for lung cells. All replicates are shown. **g**, Hierarchical clustering of the cell lines based on **f**. **h**, UMAP of 28,170 postnatal lung Sox2-GFP^+^ cells. Colours represent cell population clusters. *n* = 1 biological replicate. **i**, Expression of *Sox1* and *Sox2* in postnatal lung Sox2-GFP^+^ neural cells cluster. **j**,**k**, Immunohistochemistry of WT postnatal lung (**j**) and tail (**k**) tissues. Data represent three biological replicates. Scale bar, 50 μm. **l**,**m**, FACS strategy for deriving lung (**l**) and tail pNSCs (**m**) from postnatal Sox1-GFP mouse, and morphologies of primary lung (**l**) and tail pNSC cluster (**m**) and GFP^−^ cells after culture.

We then examined lung Nes-GFP^+^ cells and identified 11 clusters. Most cells were non-neural lineage cells: pericytes (PCs), myofibroblasts (MyoFBs), matrix-fibroblasts (MatrixFBs), ECs, smooth muscle cells (SMC), epithelial cells (Epi) and lymphocytes (Lym) (Fig. 6b, Supplementary Fig. 1e,f and Table 2), indicating unspecific labelling of the Nes-GFP in lung tissues. Only one small cluster of cells expressed many NSC markers (Supplementary Fig. 2a,b). Nervous system development, neurogenesis and gliogenesis appeared in the top Gene Ontology (GO) terms, confirming that this cell cluster is composed of NSCs (Supplementary Fig. 2c,d). However, several NSC markers expressed in this cluster cells are also expressed in NC-derived cells and many Schwann cell markers were also observed in these cells (Supplementary Fig. 2e), indicating that these cells could be a mixture of different cell types. We tentatively referred to these cells as neural cells. Unfortunately, the limited cell number prevented us from any further subcluster analysis.

To improve the scRNA-seq data of pNSCs, we used a Sox2-GFP knock-in (KI) mouse line. Only Sox2-GFP^+^ cells were able to form pNSC colonies, with the postnatal lung demonstrating higher efficiency (Fig. 6c and Extended Data Fig. 4a). We used postnatal lung cells for further experiments to increase the possibility of capturing pNSCs. Derived Sox2-GFP^+^ pNSCs could be maintained in passage, expressed NSC but not NC markers, showed similar transcriptome pattern to brain NSCs, and could differentiate into neurons, astrocytes and oligodendrocytes in vitro (Fig. 6d–g and Extended Data Fig. 4b,c).

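For the Sox2-GFP knock-in line, brain NSCs and postnatal lung pNSCs (n = 3 each) were compared with the lung cells (n = 2) that also served the Nes-GFP experiment. The authors' deposited counts totalled 16700710 to 22637031 per sample, 3 counts standing for 0.133 to 0.180 cpm, and 16234 genes were tested over the 3 groups. The common biological coefficient of variation was 0.0155, and squared differences between replicates of brain NSCs and lung pNSCs were 1.16 to 1.39 times counting error. Pearson's r across genes was 0.971 between lung pNSCs and brain NSCs (replicate pairs 0.966 to 0.967) and 0.536 between lung pNSCs and lung cells (0.533 to 0.536). Lung pNSCs lay 109 ± 0.651 (s.d. over sample pairs) from brain NSCs and 408 ± 0.904 from lung cells, a ratio of 0.268, with 38.3 to 49.8 within groups. They joined brain NSCs in the tree at 109, and lung cells joined both at 409. Against brain NSCs, 2556 genes (15.7%) were differentially expressed, 935 higher and 1621 lower in lung pNSCs. Without the limit on the fold change, 5308 were higher and 5328 lower. Against lung cells there were 9136 (56.3%; 3463 higher, 5673 lower), and 5968 genes (36.8%) were at least 4-fold apart, 1629 higher and 4339 lower. Centring each sample on its median kept the excess of lower genes (1922 higher, 4085 lower). Quantile normalization, chosen after seeing the data, evens out such an excess by giving every sample the same distribution (3135 higher, 3105 lower).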

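NSC marker genes in brain NSCs and lung pNSCs (cpm, mean ± s.d., n = 3) were *Olig2* at 911 ± 12.5 and 1384 ± 3.05, *Sox2* at 585 ± 14.4 and 300.2 ± 7.65, *Pax6* at 76.8 ± 2.65 and 54.7 ± 0.736, *Nes* at 603 ± 3.54 and 734 ± 3.33, and *Sox1* at 50.2 ± 2.87 and 8.80 ± 0.422. In log2 fold change against brain NSCs, *Olig2* rose by 0.60 (edgeR adjusted p 2.73e-276) and *Nes* by 0.28 (3.58e-54), while *Pax6* fell by 0.49 (6.62e-37), *Sox2* by 0.96 (SE 0.0199) and *Sox1* by 2.51 (SE 0.0643). *Gfap*, at 109 ± 1.81 cpm in brain NSCs, fell by 4.23 (SE 0.0574). Each of these differences exceeded the replicate spread. Lung cells had no counts of *Olig2* or *Sox1*, which were at least 7281-fold and 46.3-fold higher in lung pNSCs, and *Pax6* was at least 288-fold higher.
Of the NC marker genes, *Sox10* had 0.1697 ± 0.0267 cpm in lung pNSCs, 9.46 ± 0.941 in brain NSCs and 0.632 ± 0.356 in lung cells (n = 2). It fell by 5.75 against brain NSCs (2.83e-126) and by 1.90 against lung cells (0.000469). *Ngfr* had 0.724 ± 0.0471 cpm in lung pNSCs, 0.346 ± 0.153 in brain NSCs and 1.49 ± 0.230 in lung cells, log2 fold changes of 0.99 (0.0239) and -1.05 (0.00205). The first of these no longer passed an adjusted p of 0.05 with DESeq2 (1.02) and in 4 of the 6 fits that each left out 1 replicate. *Col1a1* was at 1.50 ± 0.172 cpm in lung pNSCs, 0.375 ± 0.104 in brain NSCs and 810 ± 34.6 in lung cells. Among the largest rises against brain NSCs were those of *E030030I06Rik*, *Sostdc1* and *Hydin*, by 4.53 (SE 0.101), 4.51 (1.29e-152) and 4.24 (3.65e-191). *Zfhx4*, *Otx2* (chromosome 14, 48657677 to 48673819, overlapped on the opposite strand by *Otx2os1* and on the same strand by *Gm49154*) and *Six3os1* were among the genes that fell most, at least 244-fold, 195-fold and 136-fold. The paper states, citing Fig. 6d–g, that Sox2-GFP+ pNSCs expressed NSC and not NC markers and had a transcriptome pattern similar to that of brain NSCs; the immunofluorescence among these panels was not analysed here.

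**Figure D4:**
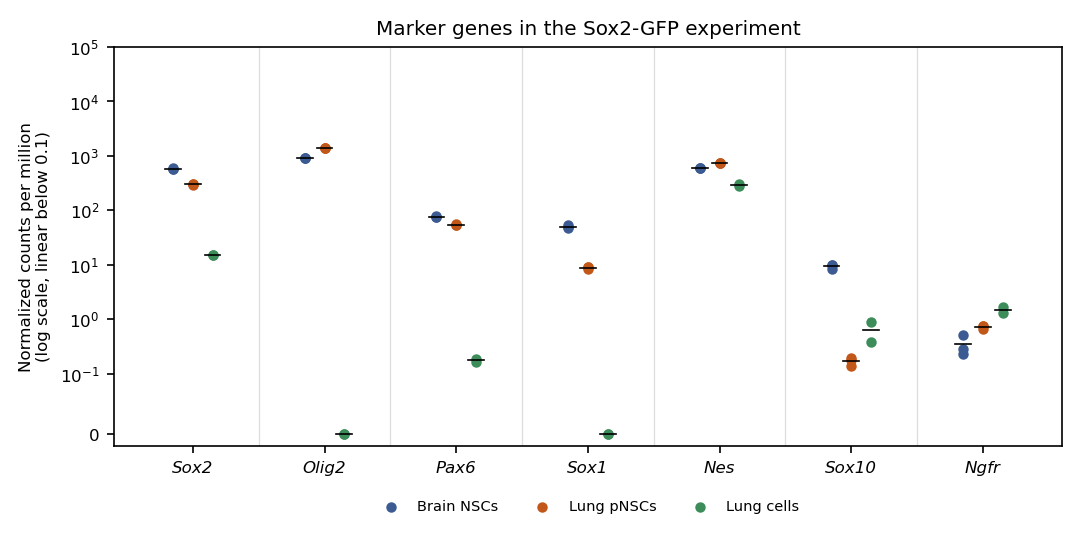
TMM-normalized cpm (log scale, linear below 0.1) of 7 marker genes in the Sox2-GFP experiment; points are the replicates (3 for brain NSCs and lung pNSCs, 2 for lung cells) and lines their mean. The means of *Sox10* and *Ngfr* are 0.1697 and 0.724 in lung pNSCs, below the 8.80 of *Sox1*, the lowest of the 5 NSC marker genes.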

Next, we performed scRNA-seq on postnatal lung Sox2-GFP^+^ cells. We identified 12 clusters (club cells (CC), basal cells (BC), Macrophage 1 (Macro1), Macrophage 2 (Macro2), myeloid cells, ciliated epithelial cells (ciliated Epi), Schwann cells (SC), fibroblasts (FB), ECs, neural cells and muscle cells (MC)) (Fig. 6h, Extended Data Fig. 4d and Supplementary Table 3). Of note, in the neural cell cluster, we found that some cells co-expressed *Sox1* and *Sox2* (Fig. 6i). NSCs and many other stem/progenitor cells express Sox2 (refs. ^26–28^) and Sox1 is the earliest known specific marker of the NSCs in the mouse embryo^29,30^. These results prompted us to investigate these double-positive cells in lung and tail tissues. In the postnatal and adult lung, the Sox1^+^/Sox2^+^ cells mainly distributed in the big bronchi epithelial cell wall (Fig. 6j and Extended Data Fig. 4e). In the postnatal mouse tail tissue, Sox1^+^/Sox2^+^ cells distributed under the skin as a short tube structure approximately in the middle of the tail in the longitudinal axis (Fig. 6k). Notably, we did not observe Sox1^+^ cells in the postnatal heart, indicating that pNSCs are not distributed in the entire mouse body (Extended Data Fig. 4f).

To confirm pNSCs are from Sox1^+^ cells, GFP^+^ and GFP^−^ cells from the postnatal lung, tail and DRG of Sox1-GFP KI transgenic mouse^30^ were sorted out and cultured separately in NSC medium for 3 weeks. We observed NSC-like cluster cells only from GFP^+^ cells, but not from GFP^−^ cells (Fig. 6l,m and Extended Data Fig. 4g). Unexpectedly, the primary lung, tail and DRG pNSCs clusters from Sox1-GFP^+^ cells lost GFP signal, which was recapitulated in postnatal brain Sox1-GFP^+^ cells (Extended Data Fig. 4h), indicating the silencing of GFP signalling during in vitro culture^14^. Of note, pNSCs derived from Sox1-GFP^+^ cells expressed Sox1 (Extended Data Fig. 4i). pNSCs from Sox1-GFP^+^ cells were similar to brain NSCs in passaging, marker gene expression and differentiation ability (Extended Data Fig. 4i–m). Together, these data demonstrate that pNSCs are indeed composed of Sox1^+^ cells.

To reveal the intrinsic NSC properties of Sox1^+^ pNSCs in vitro without expansion, we isolated postnatal lung and tail Sox1-GFP^+^ cells and directly cultured them in a differentiation medium. Sox1-GFP^+^ cells without expansion could differentiate into Tuj1^+^ neurons, GFAP^+^ astrocytes and MBP^+^ oligodendrocytes, confirming their intrinsic NSC properties. The differentiated cells did not express p75, indicating that pNSCs do not differentiate into the NC lineage in vitro (Extended Data Fig. 4n).

### Molecular profiling of pNSCs

We next sought to investigate the molecular profile of Sox1^+^ pNSCs in situ. As such populations were relatively rare in the lung, we focused on tail pNSCs. We performed scRNA-seq experiments on the postnatal tail and adult brain Sox1-GFP^+^ cells. Cells from both brain and tail were pooled together and separated into nine different cell-type clusters. Abundant cell populations expressed many known NSC or intermediate neural progenitor (IPC) markers and were identified as qNSC1, qNSC2, qNSC3, qNSC4, aNSC1 and aNSC2. Other very minor populations were identified as ependymal cells (Epend), fibroblasts (Fibro) and microglia/macrophages (Macro). We suspect that this may be due to flow cytometry noise or unspecific sorting (Fig. 7a, Extended Data Fig. 5a–c and Supplementary Table 4).

**Fig. 7:**
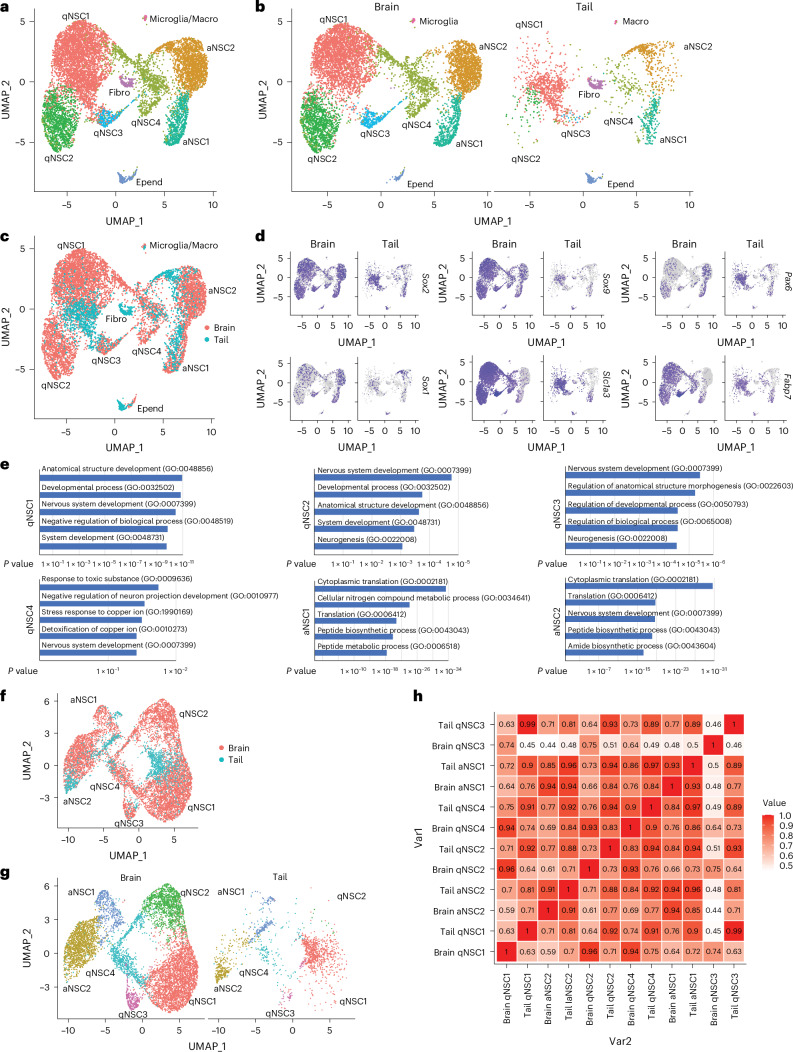
Molecular profiling of pNSCs. **a**,**b**, UMAP of Sox1-GFP^+^ cells from adult brain and postnatal tail tissues in combination (**a**) or separated (**b**). Colours represent cell population clusters. **c**, UMAP as in **a**, with colours representing cells from brain and tail. **d**, Expression of NSC markers in brain and tail clusters. **e**, Top five GO terms of NSC cluster-expressing genes. *P* value calculated by Fisher’s test. **f**, UMAP of Sox1-GFP^+^ NSCs from adult brain and postnatal tail tissues after removing non-neural cells, with colours representing cells from the brain and tail. **g**, UMAP of separated Sox1-GFP^+^ NSCs in **f**. **h**, Pearson correlation coefficients across clusters. *n* = 1 biological replicate for all the scRNA-seq samples.

Notably, the majority of tail Sox1-GFP^+^ cells were clustered together with brain NSCs (Fig. 7b,c). They expressed many brain NSC markers (Fig. 7d and Extended Data Fig. 5d). Nervous system development and neurogenesis appeared in the top five GO terms (Fig. 7e). Compared with Schwann cells from the Sox2-GFP^+^ scRNA-seq dataset, pNSCs highly expressed NSC-specific markers, but not Schwann cell/NC-derived cell markers (Extended Data Fig. 5e,f), indicating that pNSCs are different from Schwann cells. These results demonstrate that tail Sox1-GFP^+^ cells show similar molecular features to brain NSCs.

The majority of tail Sox1^+^ cells were clustered together with brain qNSCs, indicating that they are quiescent (Extended Data Fig. 6a). Ki67 stained positive for roughly 13.1% of tail Sox1^+^ pNSCs (*n* = 520 cells), not only confirming our scRNA-seq data but also indicating the self-renewal of certain pNSCs (Extended Data Fig. 6b). Pseudotemporal ordering revealed the development trajectory of qNSC–aNSC in both tail pNSCs and brain NSCs (Extended Data Fig. 6c), indicating the ongoing neurogenesis process from tail pNSCs at the postnatal stage.

As non-neural cells in our Sox1-GFP^+^ scRNA-seq analysis might lead to misrepresentation of cell clustering, we reanalysed our data after excluding those cells. Tail pNSCs still clustered together with brain NSCs (Fig. 7f,g). Majority of genes expressed in pNSCs were also present in brain NSCs, including important NSC markers (Extended Data Fig. 6d). GO analysis of conserved marker genes enriched biological processes involved in nervous system development, neuron differentiation and brain development. Only in the aNSC1 cluster are the conserved marker genes more strongly associated with cell cycle and cell division genes, consistent with the state of active NSCs (Extended Data Fig. 6e).

However, pNSCs did not completely overlap with brain NSCs. The Pearson correlation coefficients of qNSC4, aNSC1 and aNSC2 clusters between brain NSCs and tail pNSCs were >0.9, indicating high similarity. However, the Pearson correlation coefficients of qNSC1, qNSC2 and qNSC3 clusters between brain NSCs and tail pNSCs were much lower (Fig. 7h), suggesting that these cells in the tail only partially resemble brain NSCs. In addition, many brain NSC markers were not expressed in tail pNSCs (Extended Data Fig. 6d). GO analysis revealed that these genes mainly fall into processes related to protein translation, metabolic processes, transcription regulation and cell cycle, which may indicate the different status of pNSCs and brain NSCs. Several other GO terms indicate involvement in nervous system and brain development, which is consistent with the developmental potential of brain NSCs (Extended Data Fig. 6f). This demonstrates that pNSCs are similar but are not identical to brain NSCs, which is expected, as these cells most likely follow different developmental trajectories and interact with different microenvironments.

We also compared the molecular profile of Sox1^+^ pNSCs with that of other tissue-resident stem cells from published data: lung AT1 and AT2 stem cells and E13.5 embryonic hair follicle epithelium stem cells^31,32^. These cells are not comparable to pNSCs (Extended Data Fig. 7a,b), suggesting that pNSCs are a unique group of NSCs that are distinct from other groups of tissue-resident stem cells.

### LdNSCs are from endogenous Sox1^+^ pNSCs

To determine the origin of ldNSCs, we performed low-pH treatment on Sox1-GFP^−^ and Sox1-GFP^+^ postnatal lung cells. We only observed NSC-like cell cluster from Sox1-GFP^+^ cells (Extended Data Fig. 7c,d), indicating that ldNSCs are actually derived from endogenous Sox1^+^ pNSCs.

Quiescence is not a singular, but a graded state. To test whether low-pH treatment can trigger quiescent pNSCs activation and increase the efficiency of pNSC derivation, we treated tail and brain Sox1-GFP^+^ cells with low-pH which was able to increase the efficiency of tail pNSC and brain NSC derivation, suggesting that the graded quiescence of pNSCs/NSCs can be activated by low-pH treatment (Extended Data Fig. 7e).

### pNSCs originate from neuroepithelial cells

We have proven that pNSCs are not from NCCs. To assess whether pNSCs originate from NECs, we crossed Sox1-Cre mouse^33^ (RBRC05065) with R26-mTmG mouse to permanently label NECs and their progenies (Fig. 8a). In E8.5 embryos, GFP expression was detected exclusively in NECs except for few GFP^+^ cells that started to migrate out of the neural fold in the cranial region, confirming the efficient and specific labelling of this system (Fig. 8b and Extended Data Fig. 7f,g). Notably, pNSCs from Sox1-Cre-mTmG postnatal lung and tail tissues were GFP^+^/Tomato^−^ and could only be derived from GFP^+^ cells (Fig. 8c,d). They could be maintained in passage and were similar to brain NSCs in marker gene expression and differentiation ability (Extended Data Fig. 7h–l). These results demonstrate that pNSCs originate from Sox1^+^ NECs (Fig. 8e).

**Fig. 8:**
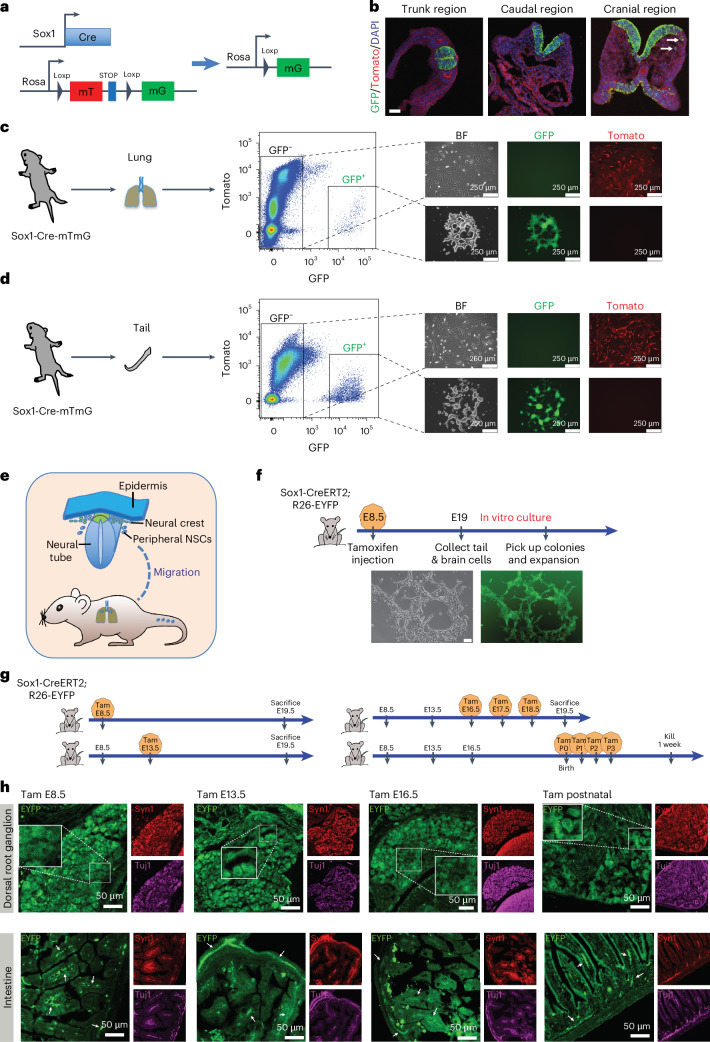
Differentiation of pNSCs in situ during early development. **a**, Genetic tracing of NECs and their progenies. **b**, Immunohistochemistry of E8.5 Sox1-Cre-mTmG mouse embryos. White arrows indicate migrated GFP^+^ cells. Data represent three biological replicates. Scale bar, 50 μm. **c**,**d**, FACS strategy for deriving lung (**c**) and tail pNSCs (**d**) from postnatal Sox1-Cre-mTmG mouse, and morphologies of primary lung (**c**) and tail pNSC cluster (**d**) and GFP^−^ cells after culture. **e**, Schematic of pNSCs’ origination, migration and distribution. **f**, Strategy of tamoxifen injection to label NECs and morphology of a primary tail pNSC cluster. Scale bar, 50 μm. **g**, Strategy of tamoxifen injection to label pNSC progenies. **h**, Immunohistochemistry of DRG and intestine tissues across different time points. White arrows represent GFP^+^ mature neuronal cells. Data represent three biological replicates. Scale bar, 50 μm. Syn1, Synapsin 1.

To rule out a late onset of Sox1 expression in the peripheral tissue, we crossed Sox1-CreERT2 mice^34^ with R26-EYFP mice^35^ and injected tamoxifen only once into E8.5 pregnant female mice to ensure that only the earliest NECs can be labelled. At E19, the pregnant mice were killed and Sox1-CreERT2-R26-EYFP-positive pups’ tail tissues were dissociated into single cells and cultured to derive tail pNSCs. Indeed, we were able to derive EYFP^+^ tail pNSCs (Fig. 8f and Extended Data Fig. 8a–c). We also noted EYFP^−^ tail pNSC clusters from the same experiments (Extended Data Fig. 8d), likely because of low Cre-loxP recombination efficiency caused by low tamoxifen dosage injected into the pregnant female mice. Similarly, EYFP^+^ and EYFP^−^ brain NSCs were also observed (Extended Data Fig. 8e).

### Differentiation of pNSCs in situ during early development

We showed that some Sox1^+^ NECs migrate out of the neural tube and become pNSCs. To assess pNSC functionality, postnatal Sox1-Cre-mTmG mouse tissues were stained with neuronal and glial cell markers. In many tissues, GFP^+^ cells were positive for neuronal marker Tuj1, indicating the neuronal differentiation of pNSCs. However, in these tissues, most GFP^+^ cells did not express glial cell markers GFAP, MBP or MPZ (Extended Data Fig. 8f,g). Only a few GFP^+^ cells in lung, tail and trunk muscle tissues expressed weak GFAP or MPZ (Extended Data Fig. 8h), indicating the limited glial differentiation potential of pNSCs. Notably, heart tissue exhibited differentiated GFP^+^ neurons but no Sox1^+^ cells, indicating complete differentiation of migrated pNSCs (Extended Data Figs. 4f and 8f). These results demonstrate that many pNSCs differentiate into neurons and limited glial cells during embryonic development, but some pNSCs do not differentiate and maintain a stem state until adult age.

To examine the stages of development that pNSCs contribute to, we crossed Sox1-CreERT2 mice with R26-EYFP mice and injected tamoxifen at different time points across development (Fig. 8g). In some tissues, such as heart and lung, a substantial neuronal contribution of pNSC progeny was observed only at earlier time points. Such cells were rarely observed when tamoxifen was injected at E16.5 or postnatally, suggesting that the deposited pNSCs have completed their differentiation and contribution in early organogenesis (Extended Data Fig. 9a,b). However, in other tissues, such as DRG, intestine and thymus, the contribution of pNSC progenies to neurogenesis persisted even after birth (Fig. 8h and Extended Data Figs. 9c and 10a,b). Although neurogenesis of pNSCs in the postnatal tail was not as high, we observed mature neurogenesis from pNSCs after birth, clearly demonstrating the neurogenic niche of pNSCs in postnatal tail (Extended Data Fig. 10c). Of note, EYFP^+^ neurons were also positive for functional neuronal markers, suggesting a functional contribution of pNSCs in the endogenous environment (Fig. 8h and Extended Data Figs. 9 and 10a–c). No EYFP^+^ cells were observed in DRG and intestine tissues without tamoxifen injection, ruling out leaky Cre recombination (Extended Data Fig. 10d).

In conclusion, our data demonstrate that pNSCs contribute to neurogenesis in multiple organs, following diverse developmental trajectories. This ongoing and robust neurogenesis underscores the intrinsic NSC properties of pNSCs and their crucial role in PNS development.

## Discussion

Our research challenges the conventional belief that NSCs are exclusive to the CNS by revealing the presence of pNSCs outside the CNS. These pNSCs closely resemble brain-derived NSCs and demonstrate potential therapeutic utility through engraftment and differentiation in the mouse brain.

During vertebrate development, NECs in the neural tube form the CNS, while NCCs form the PNS^36^. Here we identified pNSCs that also contribute to the formation of the PNS and are not derived from the NC. The Wnt1-Cre mouse line is commonly used for lineage tracing studies of NCCs^37,38^. Although Wnt1 lineage tracing labels midbrain cells in tandem, our experiments revealed that pNSCs are not derived from Wnt1-Cre^+^ cells, indicating they do not originate from the NC. Instead, we found that pNSCs come from NECs, demonstrating that NECs also migrate out of the neural tube to contribute to PNS formation.

pNSCs, although rare, are not stray stem cells that evade canonical development, but rather endogenous NSCs in the periphery. They contribute continuously and substantially to neurogenesis in different tissues and are distributed at specific locations along the bronchi and tail. Transcriptomic analysis shows strong overlap between pNSC and brain NSC. pNSCs, distinct from other resident stem cells, are authentic NSCs that are an integral part of mouse embryonic and postnatal development. 

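Tail and lung pNSCs were each sequenced in more than 1 experiment, each time beside brain NSCs of that experiment. With all 28 samples in 1 edgeR fit (17393 genes), tail pNSCs differed from brain NSCs in 1877 genes in the Nes-GFP experiment and in 2936 in the Wnt1-Cre-mTmG experiment. Of these, 916 were found in both, against 317 expected if the lists were independent (odds ratio 6.37), and 717 of them (78.3%) changed in the same direction. For lung pNSCs, the Nes-GFP experiment gave 1502 genes and the Sox2-GFP experiment 2596, with 651 in both against 224 expected (odds ratio 5.48), 467 of them (71.7%) in the same direction. Over all genes the log2 fold changes of the experiments had r = 0.262 (Spearman's rho 0.147) for tail and r = 0.161 (rho 0.112) for lung, across genes that are not independent replicates. Tested directly, the change against brain NSCs differed between experiments in 2785 genes (16.0%) for tail and 2457 (14.1%) for lung. *Sox1* was among them, with log2 fold changes in this fit of -2.04 and 0.94 for tail pNSCs (difference -2.98, adjusted p 3.37e-22) and of -0.54 and -2.51 for lung pNSCs (difference 1.97, 8.27e-17). With a stricter filter, 1383 genes for tail and 1165 for lung differed between experiments. Each experiment has its own brain NSC and pNSC lines, so that line and experiment cannot be told apart.

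**Figure D5:**
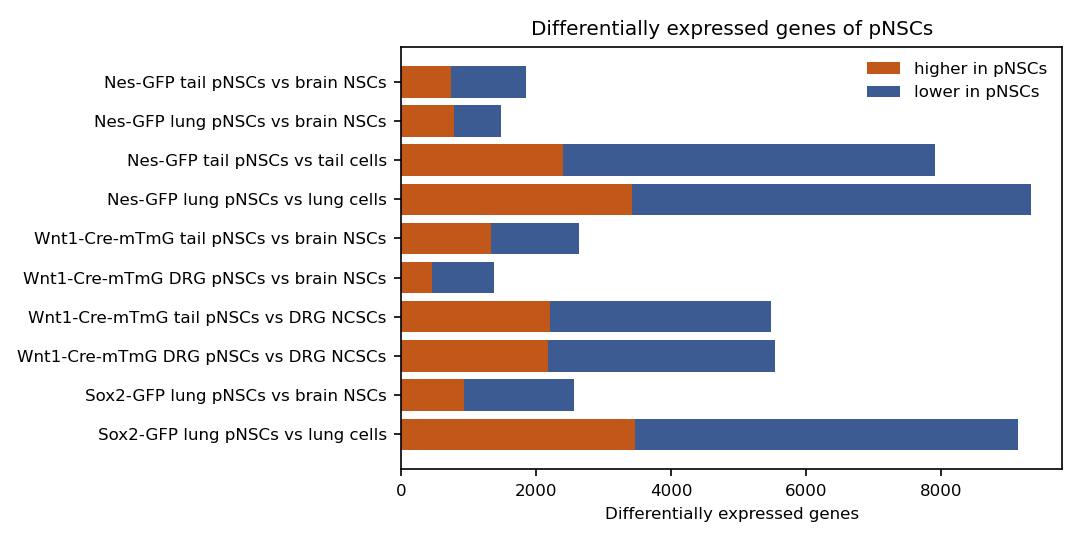
Number of genes differentially expressed (adjusted p under 0.05, absolute log2 fold change of at least 1) between pNSCs and each comparison group, split into genes higher and lower in pNSCs. The 5 comparisons with brain NSCs give 1377 to 2630 genes, and the 5 comparisons with tissue cells or NCSCs give 5472 to 9327.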

Our data also suggest that the maintenance of pNSCs in different tissues might be on the tissues’ own initiative.

The ‘niche’ supporting the NSCs affects the behaviour of these cells^39^. Cumulative evidence suggests that NSCs in the CNS are mostly quiescent^40,41^. Our scRNA-seq data showed that the majority postnatal tail pNSCs were also quiescent. Active NSCs were also identified in postnatal tail pNSCs. Developmental trajectory analysis showed the transition from quiescent to active NSCs in both tail pNSCs and brain NSCs. We also found that pNSCs continuously differentiate into mature neurons during development, indicating ongoing neurogenesis from pNSCs.

We isolated pNSCs from tissues physically distant from the CNS, ruling out contamination. Previous studies have demonstrated that NCSCs from embryonic DRG tissue can be reprogrammed into NSCs^11,42^. Our research revealed that pNSCs are distinct from NCSCs and do not originate from NCCs and their progenies. Previous studies derived NCSCs in vitro by using the neurosphere formation method, which may have included pNSCs that may be dominantly expanded, giving a false reprogramming impression^11,42^. Furthermore, pNSCs could be derived only from Sox1^+^ cells, which is the earliest known NSC-specific marker^29,30^. These data suggests the endogenous stem cell origin of pNSCs. Notably, pNSCs share similarities with brain NSCs, not Schwann cells, confirming their NSC identity and ruling out reprogramming from NC-derived cells. These findings highlight the derivation of pNSCs is distinct from reprogramming processes.

The potential of pNSCs as reparative therapeutics for neural diseases and injuries remains to be explored. It would also be interesting to determine whether pNSCs exist in humans. Our finding that pNSCs reside outside the CNS challenges the current notion that NSCs exist only in the CNS. This facilitates insight into neural development and suggests a higher level of cellular plasticity for the nervous system than had previously been observed. pNSCs, which are more accessible than NSCs in the CNS, could potentially be used for neural regenerative therapy or in the treatment of neurological diseases.

## Methods

### Mice and cells

Embryonic limb cells were derived from embryos at embryonic day 13.5. Adult brain and lung cells were derived from ~4–6-week-old WT or transgenic mice. Postnatal brain, lung, tail and DRG cells were derived from ~postnatal day 1–5 WT or transgenic mice. Limb, lung, tail, DRG or whole brain tissues were cut and minced using a pair of scissors and incubated with 0.25% trypsin (Invitrogen) at 37 °C for 10 min. After trypsinization, 3× volume amount of MEF medium (high-glucose DMEM (Sigma) containing 10% FBS (Biochrom), 1% GlutaMAX (Gibco), 1% sodium pyruvate (Sigma), 1% nonessential amino acids (Sigma), 0.1% β-mercaptoethanol (Gibco) and 1% penicillin–streptomycin (Sigma)) was added and the entire suspension was pipetted up and down to dissociate the tissues. The dissociated tissues were centrifuged and resuspended in MEF or NSC medium, and cells were plated onto six-well plates and cultured in a humidified incubator at 37 °C under 5% CO_2_. Passage-4 embryonic limb cells and passage-2 adult lung cells from WT mice were maintained and passaged in MEF medium.

All mice used were bred and housed at the mouse facility Max Planck Institute (MPI) in Muenster and the Centre for Comparative Medicine Research (CCMR) at The University of Hong Kong (HKU), and animal handling was conducted in accordance with MPI or HKU CCMR animal protection guidelines. The protocols for animal handling and maintenance for this study were approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen under the supervision of a certified veterinarian in charge of the MPI animal facility (protocols Az 81-02.05.50.17.014, Az 84-02.04.2016.A525, Az 81-02.04.2017.A376 and Az 84-02.05.2016.A494) and by the Government of the Hong Kong Special Administrative Region Department of Health (protocol 23-208 in DH/HT&A/8/2/3 Pt.55). C57BL/6, CDl and B6C3HFl mice were bred in-house. The background of WT mice used in this study was CDl mice or mixtures between CD1 and C3H. All transgenic mice were bred with WT mice in-house for experiments. For the teratoma assay, SCID mice (2–3 months old) were used. For the in vivo transplantation experiments, NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ mice or C57BL/6 mice were used. Mice were maintained in the animal facility with a controlled temperature of 22 °C, 40–60% humidity, a 14–10-h light–dark photoperiod and free access to water and food.

### Generation of pNSCs

For generation of low-pH NSCs, passage-4 embryonic limb cells, passage-2 adult lung cells from WT mice were dissociated by trypsin. The trypsin treatment was stopped by adding MEF medium. The cells were then washed twice in D-PBS (without calcium chloride and magnesium chloride) (Sigma). Then, 0.5 × 10^6^ cells were treated with 500 μl of low-pH HBSS solution (Biochrom) (titrated to different pH by hydrochloric acid) for 25 min at 37 °C in water bath, and then centrifuged at 200*g* at room temperature for 5 min. After the supernatant was removed, precipitated cells were resuspended and plated in a well of a six-well plate without coating in simple defined NSC medium: DMEM/F-12 (1:1) (Gibco) with 2% B27 without vitamin A, 1% N2 (both from Gibco), 1× GlutaMAX (Gibco), 1× penicillin–streptomycin (Sigma), supplemented with 10 ng ml^−1^ EGF and 10 ng ml^−1^ human bFGF (both from Invitrogen). Freshly isolated GFP^−^ and GFP^+^ postnatal lung cells after FACS from Sox1-GFP mice were treated with low-pH medium in the same way and then the cells were resuspended and plated in gelatin-coated six-well plate in NSC medium for 3 weeks. The medium was changed every 48 h. A single pNSC cluster was manually picked and cultured in a 96-well plate individually. As observed from the pictures of the pNSCs, the pNSC clusters were usually clonal due to the low colony formation efficiency. Consequently, we were able to pick each pNSC cluster with pipette tips. We made every effort to extract only the pNSC cluster cells by aspirating the central cells of the NSC clusters. While we could not 100% guarantee that we were sampling only pNSC cells without touching surrounding cells, the few surrounding cells that were inadvertently included were minimal and would be lost in multiple passages.

For generation of pNSCs without low-pH treatment, freshly isolated embryonic limb cells and postnatal tail cells from WT mice, freshly isolated adult lung or postnatal tail GFP^+^ cells from Nes-GFP mice, freshly isolated adult lung or postnatal lung GFP^+^ and GFP^-^ cells from Sox2-GFP mice, freshly isolated postnatal lung or postnatal tail GFP^+^ and GFP^-^ cells from Sox1-GFP mice, freshly isolated postnatal lung or postnatal tail GFP^+^ and GFP^−^ cells from Sox1-Cre-mTmG mice were cultured on gelatin-coated dishes in NSC medium for 3 weeks. Medium was changed every 48 h. A single pNSC cluster was manually picked and cultured in a 96-well plate individually.

For generation of brain control NSCs, whole brain tissues from adult or postnatal mice were cut and minced using a pair of scissors, and incubated with 0.25% trypsin (Invitrogen) at 37 °C for 10 min. After trypsinization, 3× volume amount of MEF medium was added, and the entire suspension was pipetted up and down to dissociate the tissues. The dissociated tissues were centrifuged and resuspended in NSCs medium, and cells were plated onto six-well plates coated with gelatin, and cultured in a humidified incubator at 37 °C under 5% CO_2_. After several passages, pure brain NSCs can be established.

### Quantitative RT–PCR

Total RNA was extracted using the RNeasy Mini kit (QIAGEN). cDNA synthesis was performed using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). Transcript levels were determined using iTaq SYBR Green Supermix with ROX (Bio-Rad). Gene expression was normalized to the housekeeping gene *Gapdh* expression and calculated using the delta Ct algorithm. All data were calibrated to control NSCs, whose expression was considered to be 1 for all genes. Error bars in the figures represent s.d. of biological triplicates. Primer sequences are listed in Supplementary Table 5.

### Microarray and data analysis

RNA samples to be analysed by microarrays were prepared using QIAGEN RNeasy columns with on-column DNA digestion. Then, 300 ng of total RNA per sample was used as input into a linear amplification protocol (Ambion) that involved synthesis of T7-linked double-stranded cDNA and 12 h of in vitro transcription incorporating biotin-labelled nucleotides. Purified and labelled cRNA was then hybridized for 18 h onto MouseRef-8 v2 expression BeadChips (Illumina) following the manufacturer’s instructions. After washing as recommended, the chips were stained with streptavidin-Cy3 (GE Healthcare) and scanned using the iScan reader (Illumina) and accompanying software. Samples were exclusively hybridized as biological replicates. The bead intensities were mapped to gene information using BeadStudio 3.2 (Illumina). Background correction was performed using the Affymetrix Robust Multi-array Analysis background correction of the lumiExpresso v.2.24.0 package of R-Bioconductor v.3.0 model^43^. Variance stabilization was performed using log_2_ scaling, and gene expression normalization was calculated with the method implemented in the lumi package of R-Bioconductor 3.0. Data post-processing and graphics were performed with in-house-developed functions in MATLAB (R2020b). Hierarchical clustering of genes and samples was performed with the one minus correlation metric and the unweighted average distance (UPGMA) (also known as group average) linkage method of MATLAB (R2020b) software. The molecular signatures were taken from the gene set collection C5 of the v.3.0 of the Molecular Signatures Database (MSigDB)^44^. The significance of the gene set of the different expressed genes was analysed using an enrichment approach based on the hypergeometric distribution. The significance (*P* value) of the gene set enrichment was calculated using the hypergeometric distribution. The multi-test effect influence was corrected by controlling the false discovery rate using the Benjamini–Hochberg correction at a significance level of α = 0.05.

### Bisulfite sequencing

To determine DNA methylation status at the promoter region of *Col1a1* and enhancer region of *Nestin*, bisulfite conversion was carried out on 2 μg of isolated genomic DNA from cells with the EpiTect Bisulfite kit (QIAGEN) according to the manufacturer’s protocol. The bisulfite-converted DNA was amplified by PCR using the primers, Col1a1 promoter F: GTTAGGTAGTTTTGATTGGTTGG, Col1a1 promoter R: ACAATAACCCCTAAAAAAACAAAAA, Nestin enhancer F: TAAAGAGGTTGTTTGGTTTGGTAGT and Nestin enhancer R: CTATTCCACTCAACCTTCCTAAAA. The PCR products were cloned into the pCRII TOPO vector (Invitrogen) according to the manufacturer’s protocol. Individual clones were sequenced by GATC-biotech, which has since been acquired by Eurofins Genomics (part of Eurofins Scientific) (https://eurofinsgenomics.eu/en/custom-dna-sequencing/). Sequences were analysed using the Quantification Tool for Methylation Analysis (http://quma.cdb.riken.jp).

### In vitro differentiation of NSCs and NCSCs

For general neural differentiation, NSCs or NCSCs were seeded at a density of 100,000 cells per well on poly-d-lysine (Sigma)-coated 24-well plates in NSC medium. For neurons differentiation, the next day, the medium was replaced by neural differentiation medium (DMEM/F-12 (1:1) with 2% B27 w/o vitamin A, 1% N2, 1× GlutaMAX, 1× penicillin–streptomycin). On day 6, 10 ng ml^−1^ BDNF, 10 ng ml^−1^ GDNF and 100 μM dbcAMP (all from PeproTech) were added and the cells were cultured for another 14 days. For directed astrocyte differentiation, the medium was replaced by neural differentiation medium, supplemented with 10% FBS (Biochrom) the next day, and the cells were cultured for another 5 days. For oligodendrocyte differentiation, the next day, the medium was replaced by neural differentiation medium. On day 6, 30 ng ml^−1^ T3 (Sigma) and 200 mM ascorbic acid (PeproTech) were added and the cells were cultured for another 14 days. During culture, the medium was changed every other day.

### Immunocytochemistry

For immunofluorescence, cells were fixed in 4% paraformaldehyde (Electron Microscopy Sciences), washed three times with PBS (Sigma), and then incubated in PBS containing 0.1% Triton-X-100, 3 mg ml^−1^ BSA fraction V (both from Sigma) and 10% FBS (Biochrom) for 45 min at room temperature. The cells were then incubated with primary antibodies overnight at 4 °C. Primary antibodies consisted of mouse anti-Nestin (Millipore, MAB353C3, 1:200), rabbit anti-Sox2 (Cell Signalling Technology, 23064, 1:1,000), goat anti-Sox2 (Santa Cruz, sc-17320, 1:500), rabbit anti-Olig2 (Millipore, AB9610, 1:1,000), goat anti-Sox1 (R&D, AF3369, 1:200), mouse anti-Tuj1 (Sigma, T8660, 1:1,000), rabbit anti-Tuj1 (BioLegend, 802001, 1:1,000), rabbit anti-MAP2 (Santa Cruz, SC-20172, 1:1,000), rabbit anti-GFAP (Millipore, AB5804, 1:500), rabbit anti-S100B (Abcam, ab41548, 1:200), mouse anti-O4 (Millipore, MAB345, 1:100), rat anti-MBP (Abcam, ab7349, 1:500), rabbit anti-glutamate (Sigma, AB5018, 1:2,000), rabbit anti-GABA (Millipore, ABN131, 1:500), rabbit anti-ChAT (Millipore, AB143, 1:500), mouse anti-vesicular glutamate transporter 1 (vGluT1) (Millipore, MAB5502, 1:100), rabbit anti-p75 (Sigma, AB1554, 1:500) and rabbit anti-Sox10 (Abcam, ab155279, 1:500). The day after incubation with primary antibodies, the cells were washed three times with PBS containing 0.1% BSA (Sigma) and further incubated with secondary antibodies (Invitrogen) for 60 min at room temperature. Nuclei were detected by 4,6-diamidino-2-phenylindole (DAPI) (Invitrogen) staining. Images were acquired using a Leica DMI6000B inverted fluorescence microscope equipped with a Hamamatsu Orca-R2 charge-coupled device camera.

### Electrophysiological recordings

Voltage-clamp recordings were performed in control NSCs- or ldNSCs-derived neurons after 2–3 weeks of differentiation, using the whole-cell configuration of the patch-clamp technique^45^. Signals were amplified using HEKA EPC-10 patch-clamp amplifier (HEKA Elektronik Dr. Schulze), sampled at 10 kHz and filtered at 3 kHz via four-pole Bessel low pass filter. Data were acquired using PatchMaster 2.4 software (HEKA Elektronik Dr. Schulze). The patch pipettes were fabricated from borosilicate glass (Science Products) on a P-1000 micropipette puller (Sutter Instruments) and had a resistance of 3–5 MΩ when filled with pipette solution. The intracellular recording solution contained (all Sigma) 125 mM potassium aspartate, 10 mM NaCl, 1 mM EGTA, 15 mM phosphocreatine, 4 mM Mg-ATP, 0.4 mM Na_2_-GTP, 10 mM d-glucose and 10 mM HEPES adjusted to pH 7.4 with KOH. The extracellular bath solution contained (all Sigma) 130 NaCl mM, 10 mM NaHCO_3_, 2.4 mM KCl, 2.5 mM CaCl_2_, 1.3 mM MgCl_2_, 10 mM d-glucose and 10 mM HEPES adjusted to pH 7.4 with NaOH. Tetrodotoxin (Alomone Labs) was added to the bath solution at 1 µM (if needed). Series resistance (10–20 MΩ), pipette and cell capacitance, and liquid junction potential were cancelled electronically. All experiments were performed at room temperature. Recordings of current–voltage relationship (‘I–V curves’) were performed in voltage-clamp mode at a holding potential of −80 mV. Values of membrane potential and voltage responses to current injections were recorded in current-clamp mode. Data analysis and visualization were performed with Patcher’s Power Tool routine (developed by F. Mendez and F. Würriehausen, MPI BPC) for IgorPro (WaveMetrics) and SciDAVis program (http://scidavis.sourceforge.net/index.html).

### Karyotyping

The confluent monolayer of allNSCs cultured in 25T flask was treated with 10 μg ml^−1^ colcemid (Gibco) for 4 h to arrest cells at the metaphase stage. The cells were washed gently three times with 0.075 M KCl hypotonic solution (Merck) and 1% sodium citrate (Merck), and then treated with hypotonic solution at 37 °C for 25 min. The cells were dissociated by shaking the flask and then collected into a 15-ml conical tube. After centrifugation at 300*g* for 10 min, the supernatant was removed, and the cell pellet was washed three times with fixative solution (methane:acetic acid ratio of 3:1, Merck). The cell pellet was suspended with fixative solution and dropped on a cold wet slide. The slide was treated with trypsin and then stained with Giemsa (Sigma-Aldrich). The slide was observed under the light microscope.

### FACS

In brief, adult or postnatal mice were killed and lung, brain or tail tissues were cut and minced using a pair of scissors, and incubated with 0.25% trypsin (Invitrogen) at 37 °C for 10 min. After trypsinization, a 3× volume amount of MEF medium was added and the entire suspension was pipetted up and down to dissociate the tissues. The dissociated tissues were centrifuged and resuspended in FACS medium (D-PBS without calcium and magnesium (Sigma) supplemented with 0.3% BSA (Sigma)). Flow cytometry was performed using either FACS Canto (BD Biosciences) or FACS Aria II (BD Biosciences) and the data were analysed using either eBD FACSDiva (BD Biosciences) or FlowJo software (TreeStar).

### Cell labelling

LdNSCs and the corresponding adult brain NSCs were labelled with mCherry using pLVTHM (Addgene, 12247) lentivirus infection system. To produce lentiviruses, HEK293 cells were plated at a density of 3 × 10^6^ per 10-cm dish. On the next day, the cells were transfected with 3 µg psPAX2 (Addgene, 12260), 1.5 µg pMD2.G (Addgene, 12259) and 4.5 µg lentiviral vector pLVTHM using 27 µl Fugene 6 in 600  µl Opti-MEM per dish. Virus-containing supernatants were collected at 48 h post-transfection, filtered through a 0.45-mm PVDF filter, concentrated at 20,000 rpm for 2 h using an optima L-100 XP ultracentrifuge (Beckman Coulter), resuspended in 1 ml Knockout DMEM and stored at −80 °C until use. LdNSCs and the corresponding brain NSCs were infected with pLVTHM-mCherry virus, then mCherry-positive cells were sorted by FACS.

pNSCs derived without low-pH treatment and the corresponding brain NSCs were labelled with CAG-promoter driven H2B-Tomato-IRES neomycin or H2B-EGFP-IRES neomycin using the lipofectamine transfection method. pNSCs and brain NSCs were plated at a density of 3 × 10^6^ per 10-cm dish. The next day, cells were transfected with 5 µg CAG-H2B-Tomato-IRES neomycin or CAG-H2B-EGFP-IRES neomycin piggyBac expression vector and 2 µg PBase vector using 21 µl lipofectamine 2000 (Invitrogen) in 600  µl Opti-MEM per dish. After selection by neomycin, Tomato or GFP-positive cells were sorted by FACS.

### Transplantation, perfusion, sectioning and immunohistochemical analysis of ldNSCs

In vivo analysis was conducted as described previously^46^. In brief, mCherry-labelled control NSCs and allNSCs were trypsinized and resuspended into single cells in DMEM-F-12 at a density of 10^5^ cells per μl. With the help of a Hamilton 7005KH 5-µl syringe a total of 3 × 10^5^ cells were transplanted into the cortex of each hemisphere of adult mice (*n* = 6, NOD. Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ, 8 weeks). Stereotactic coordinates were defined by using the Franklin and Paxinos mouse brain atlas (in relation to the bregma: anteroposterior (AP) 1.1 mm; mediolateral (ML) ±0.84 mm; and dorsoventral (DV) −2.5 mm below the skull).

Perfusion, sectioning and immunohistochemical analysis were performed 6 weeks after transplantation. Mice were deeply anaesthetized by intraperitoneal injection of 0.017 ml 2.5% Avertin (100% stock solution: 10 g 2, 2, 2-tribromoethanol 10 ml tert-amyl alcohol) per gram of body weight and killed by perfusion. Brains tissues were fixed overnight at 4 °C in 4% paraformaldehyde in PBS. Later, 40-µm thick sections were prepared using a vibratome (Leica,) and blocked for at least 1 h in TBS (0.1 M Tris,150 mM NaCl, pH 7.4) containing 0.5% Triton-X-100, 0.1% sodium azide, 0.1% sodium citrate and 5% normal goat serum. Immunostainings were performed by incubation of the sections with primary antibodies diluted in the blocking solution for 48 h at 4 °C on a shaker, followed by incubation with the secondary antibody diluted in the blocking solution for 2 h at room temperature. Finally, sections were mounted in AquaMount (DAKO). The primary antibodies used were as follows: rabbit anti-S100B (Abcam, ab41548, 1:200), chicken anti-glial fibrillary acidic protein (Millipore, AB5541, 1:1,000), rabbit anti-Oligo2 (Millipore, AB9610, 1:400) and mouse anti-neuronal nuclei (NeuN) (Millipore, MAB377, 1:400). Alexa fluorophore-conjugated secondary antibodies (Invitrogen) and Hoechst 33342 (Invitrogen) were used to visualize primary antibodies and nuclei, respectively. Sections were analysed using a Zeiss LSM 710 confocal microscope. All confocal images are represented as maximum intensity projections unless stated otherwise.

### Transplantation, perfusion, sectioning and immunohistochemical analysis of pNSCs derived without low-pH treatment

Designed cells with trypsin were collected and concentrated as 10^5^ cells per μl in D-PBS. P1 C57Bl6 pups were used for cell transplantation. After hypo-thermo anaesthesia, pups were quickly installed at the self-made stand and lightly tied with tapes for fixing the position. A 10-μl microliter syringe (Hamilton, Model 701RN) with a 33G sharp end needle was used for the injection. Digital just for mouse stereotaxic instruments (Stoelting, 5173D) were used for positioning. To target the cortex, the needle moved from bregma to the posterior as follows: ML 1 mm, AP 1 mm and DV −2 mm. Not to be affected by skin tension, the target area was pinched with 31G needles. The injection was performed with a microinjector (legato 130) as 1 μl min^−1^ for 3 μl. We waited for 1 min after the injection to reduce the chance of backflow and slowly pulled out the needle. Pups stayed on the 37 °C hot plate til they were woken and brought back to the mother.

Perfusion, sectioning and immunohistochemical analysis were performed 6 weeks after transplantation. Mice were anaesthetized by intraperitoneal injection of xylazine (Bayer, Rompun 2%; 10 mg kg^−1^) and ketamine (Zoetis, Ketavet 100 mg ml^−1^; 100 mg kg^−1^) dissolved in saline and killed by perfusion. Brain tissues were fixed overnight at 4 °C in 4% paraformaldehyde in PBS. Later, 80-µm thick sections were prepared using a vibratome (VT 1200S, Leica). After heat-induced epitope retrieval (85 °C, 45 min) in sodium citrate buffer (10 mM sodium citrate and 0.05% Tween 20, pH 6.0), vibratome sections were blocked and permeabilized by overnight incubation in blocking buffer (10% normal donkey serum (Abcam, ab7475), 0.1% BSA (Sigma, P6148) and 0.3% Triton-X-100 (Sigma, T8787) in PBS) at 4 °C. Primary antibodies were diluted in blocking solution and incubated overnight at 4 °C. Mouse anti-NeuN (Millipore, MAB377, 1:400), rat anti-MBP (Abcam, ab7349, 1:400), chicken anti-GFAP (Merck, AB5541, 1:500), rabbit anti-GFAP (Thermo Fisher Scientific, RB087A1, 1:400), goat anti-tdTomato (SICGEN, AB8181-200, 1:400), chicken anti-GFP (AVES LABS, AB_2307313, 1:400), rabbit anti-RFP (Biomol, 600-401-379, 1:400), rabbit anti-Ki67 (Abcam, ab15580, 1:400) and mouse anti-Nestin (Millipore, MAB353C3, 1:200) were used as primary antibodies. After staining with primary antibodies, vibratome sections were washed once in 0.5% Triton-X-100 in PBS and three times in PBS (10 min at room temperature each) and incubated overnight with suitable donkey-raised, species-specific, Alexa Fluor-coupled secondary antibodies (all from Invitrogen) diluted (1:1,000) in blocking buffer. After secondary antibody incubation, vibratome sections were stained with DAPI (Invitrogen) diluted at 1 μg ml^−1^ in PBS for 20 min at room temperature to visualize nuclei, then washed as already described before mounting in Fluoromount G (Southern Biotech, 0100-01). Sections were analysed using a Zeiss LSM 780 confocal microscope. All confocal images are represented as maximum intensity projections unless stated otherwise. For quantification, multiple sections (five to six) from one animal and three independent animals were examined for each group. The efficiency of differentiation into neurons, astrocytes and oligodendrocytes from brain control NSCs and pNSCs was calculated by the average number of NeuN^+^, GFAP^+^ and MBP^+^ cells among H2B-Tomato cell number in each animal. The relative differentiation efficiency was normalized to brain control NSCs injections.

### Inducible genetic experiments

Sox1-CreERT2 mice were crossed with Rosa26-EYFP reporter mice to lineage trace Sox1-positive cells and their progenies. Tamoxifen was intraperitoneally injected into Sox1-CreERT2-R26-EYFP pregnant mothers at E8.5, E13.5 and E16.5 time points, and they were killed at E19.5 for analysis. Newborn pups were also injected with tamoxifen and killed after 1 week to study postnatal development. Tamoxifen (Sigma, T5648) was dissolved in corn oil (S50856, Yuanye) at a concentration of 20 mg ml^−1^ and kept at 4 °C up to 1 week. For Cre-mediated recombination was induced at E8.5 and E13.5 prepatent mother, tamoxifen was injected once with 3 mg 40 g^−1^ body weight. For recombination induced at E16.5 prepatent mother, tamoxifen was injected every 24 h for 3 days with 3 mg 40 g^−1^ body weight. For newborn pups, 50 μg tamoxifen was intraperitoneally injected every 24 h during four consecutive days starting at postnatal day 0 (P0). Pups were analysed at P7.

### Immunohistochemistry of different tissues

Lung, tail, trunk, heart, thymus and intestine tissues were collected and washed once with PBS. The tissues were then fixed overnight at 4 °C in 4% paraformaldehyde in PBS. Later, 10- or 20-µm thick sections were prepared using a cryostat. The sections were blocked in blocking solution (0.25% triton in PBS + 10% normal donkey serum + 0.1% BSA) for 1 h at room temperature. Immunostainings were performed by incubation of the sections with primary antibodies diluted in the blocking solution overnight at 4 °C, followed by incubation with the secondary antibody diluted in the blocking solution for 2 h at room temperature. Finally, sections were mounted in AquaMount (DAKO). Rabbit anti-Sox2 (Cell Signalling, 23064, 1:400), goat anti-Sox1 (R&D, AF3369, 1:400), rabbit anti-Ki67 (Abcam, ab15580, 1:400), rat anti-MBP (Abcam, ab7349, 1:200), chicken anti-GFAP (Merck, AB5541, 1:1,000), rabbit anti-GFAP (Thermo Fisher Scientific, RB087A1, 1:400), chicken anti-GFP (AVES LABS, AB_2307313, 1:400), mouse anti-Tuj1 (Sigma, T8660, 1:400), rabbit anti-Tuj1 (BioLegend, 802001, 1:400), rabbit anti-MPZ (Thermo Fisher Scientific, PA5-37179, 1:400), rabbit anti-synapsin 1 (Sigma, S193, 1:300), rabbit anti-GABA (Millipore, ABN131, 1:250), rabbit anti-ChAT (Millipore, AB143, 1:250) and rabbit anti-TH (Santa Cruz, sc-14007, 1:250) were used as primary antibodies. Alexa fluorophore-conjugated secondary antibodies (Invitrogen) and DAPI (Invitrogen) were used to visualize primary antibodies and nuclei, respectively. Sections were analysed using a Zeiss LSM 780 confocal microscope. All confocal images are represented as maximum intensity projections unless stated otherwise.

### RNA-seq

RNA quality was verified on an Agilent Bioanalyzer Nano Eukaryote chip. Then, 1 mg of total RNA was used for polyA selection with NEBNext PolyA messenger RNA magnetic isolation module and subsequent cDNA synthesis, Illumina Tru-seq adaptor ligation and library preparation were performed with NEBNext Ultra RNA Library Prep kit (NEB) according to the manufacturer’s instructions. Library quality and concentration were determined using an Agilent Bioanalyzer DNA1000 chip and a Qubit fluorometer. Libraries were sequenced on Illumina NextSeq500 in single-end mode. HISAT2 (v.2.2.1)^47^ was used to align the RNA‐seq reads for each of the samples to the mouse reference genome GRCm38 (https://cloud.biohpc.swmed.edu/index.php/s/grcm38_tran/download) and Cufflinks (v.2.2.1)^48^ was used to annotate them. The counts of aligned reads to each gene were calculated with HTSeq (htseq-count v.1.99.2)^49^. In‐house software was used to merge the expression results into a single text file used in the downstream analysis in MATLAB (R2020b) software (MathWorks). We performed quantile normalization to equalize the data and stabilized them through the log_2_ transform of the data plus one. The heatmap of the most highly variable transcripts, the hierarchical clustering dendrograms (calculated using the unweighted pair group method with arithmetic mean and Euclidean distance measure) and principal-component analyses were performed using in‐home functions developed in MATLAB (R2020b) software (MathWorks)^50^.

### Single-cell RNA-seq library preparation and sequencing

After FACS sorting, the Nestin-GFP^+^, Sox1-GFP^+^ or Sox2-GFP^+^ cells from brain, lung or tail tissue were counted using a Luna-II automated cell counter (Logos Biosystems) and Chromium (10x Genomics) for Nestin-GFP^+^ or BD Rhapsody Express system (BD) for Sox1-GFP^+^ and Sox2-GFP^+^ were used for the single cell capture and mRNA collection. Single-cell whole transcriptome libraries were prepared according to the manufacturer’s instructions using Chromium Single Cell 3′ Library & Gel Bead kit v.3 (10x Genomics) or BD Rhapsody WTA Reagent kit (BD, 633802) and sequenced on the Illumina NextSeq500 using High Output kit v.2.5 (150 cycles, Illumina) aiming sequencing depth of >20,000 reads per cell for each sample.

### Single-cell RNA-seq data analysis

Sequencing data were processed with UMI-tools (v.1.0.1)^51^, aligned to the mouse reference genome (mm10) with STAR (v.2.7.1a)^52^ and quantified with Subread featureCounts (v.1.6.4)^53^. Alternatively, the FASTQ format of sequencing raw data were processed with BD Rhapsody WTA Analysis pipeline (v.1.11) on SevenBridges Genomics online platform (SevenBridges).

Data normalization, detailed analysis and visualization were performed using Seurat (v.3.1.5)^54^ if not specified otherwise. For initial quality control of the extracted gene–cell matrices, we filtered cells with parameters nFeature_RNA > 200 and nFeature_RNA < 4,000 for number of genes per cell and percent.mito < 40 for percentage of mitochondrial genes and genes with parameter min.cell = 3. Filtered matrices were normalized by the logNormalize method with scale factor = 10,000.

Variable genes were found using FindVariableFeatures function with parameters of select.method = ‘vst’ and nfeatures = 2,000 and then trimmed the genes related to cell cycle (GO:0007049). FindIntegrationAnchors and IntegrateData with default options were used for the data integration and Standard workflow using ScaleData and RunPCA functions were processed. Statistically significant principal components were determined by JackStraw method and used for Uniform Manifold Approximation and Projection nonlinear dimensional reduction.

Unsupervised hierarchical clustering analysis was performed using the FindClusters function in the Seurat package. We tested different resolutions between 0–0.09 in 0.01 increments and 0.1–0.9 in 0.1 increments and selected the final resolution using clustree R package to decide the most stable as well as the most relevant for our previous knowledges. Cellular identity of each cluster was determined by finding cluster-specific marker genes using FindAllMarkers function with parameters of min.pct = 0.25, logfc.threshold = 0.25 and only.pos = TRUE. For subclustering analysis, we isolated specific cluster(s) using subset function, extracted data matrix from the Seurat object using GetAssayData function and repeated the whole analysis pipeline from data normalization.

Differentially expressed genes were identified using the non-parametric Wilcoxon rank-sum test by the FindMarkers function of the Seurat package. FindConservedMarkers function was used to identify canonical cell-type marker genes that are conserved across tissues. Pearson correlation coefficients between clusters were calculated using cor() R function. The FeaturePlot, VlnPlot and DotPlot functions of the Seurat package were used for visualization of selected genes.

The Monocle (v.2.14)^22^ R package was used for pseudotime trajectory analysis. All information from the Seurat objects was imported to Monocle CDS objects and then performed dimensionality reduction using its DDRTree method with parameters max_components = 2 and norm_method = ‘log’. All cluster-specific markers determined earlier for each cluster were used as ordering genes for the trajectory. GO analysis was performed using PANTHER (v.17.0)^55^ Fisher’s test with false discovery rate correction.

To exclude non-neural cells in our Sox1-GFP^+^ scRNA-seq analysis, first, we removed ependymal cells, microglia/macrophages and fibroblasts from the data and re-performed the analysis. Then, we excluded Krt1/Krt10 double-positive lung epithelial cells and Olig2/Plp1 double-positive OPC/oligodendrocytes. Finally, we used only the ‘NSC’ populations to do the cluster analysis.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. The sample size in different experimental groups was determined based on previous studies or preliminary studies. No data were excluded from the analyses. Data distribution was assumed to be normal but this was not formally tested. The statistical test types and biological *n* numbers used are detailed in the relevant figure captions. The Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-025-01641-w.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2 and respective legends.

Reporting Summary

Peer Review File

Supplementary Table 1 Cluster markers of brain Nestin-GFP^+^ cells.

Supplementary Table 2 Cluster markers of lung Nestin-GFP^+^ cells.

Supplementary Table 3 Cluster markers of lung Sox2-GFP^+^ cells.

Supplementary Table 4 Cluster markers of all Sox1-GFP^+^ cells.

Supplementary Table 5 Oligonucleotides used in this paper.

## Source data

Source Data Fig. 1 Contains numerical source data for Figs. 1–4 and Extended Data Figs. 1–4, 7 and 8 in separated and labelled tabs, combined in a single Excel spreadsheet.

Source Data Extended Data Fig. 2 Unprocessed gel image for Extended Data Fig.2f.

## Data Availability

The microarray, bulk RNA-seq and single-cell RNA-seq data in this study are available from Gene Expression Omnibus under accession numbers GSE151649, GSE213158 and GSE213133. The publicly available datasets used in this study are available from Gene Expression Omnibus under accession numbers GSE30500, GSE131498 (GSM3781644) and GSE211713 (GSM6499593). The mouse reference genome for RNA-seq analysis is GRCm38 (https://cloud.biohpc.swmed.edu/index.php/s/grcm38_tran/download). All data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: Multipotent neural stem cells originating from neuroepithelium exist outside the mouse central nervous system
**Source:** Nat Cell Biol. 2025 Apr 10;27(4):605–18. doi: 10.1038/s41556-025-01641-w
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2 and respective legends.

# Multipotent neural stem cells originating from neuroepithelium exist outside the mouse central nervous system

In the format provided by the  
authors and unedited

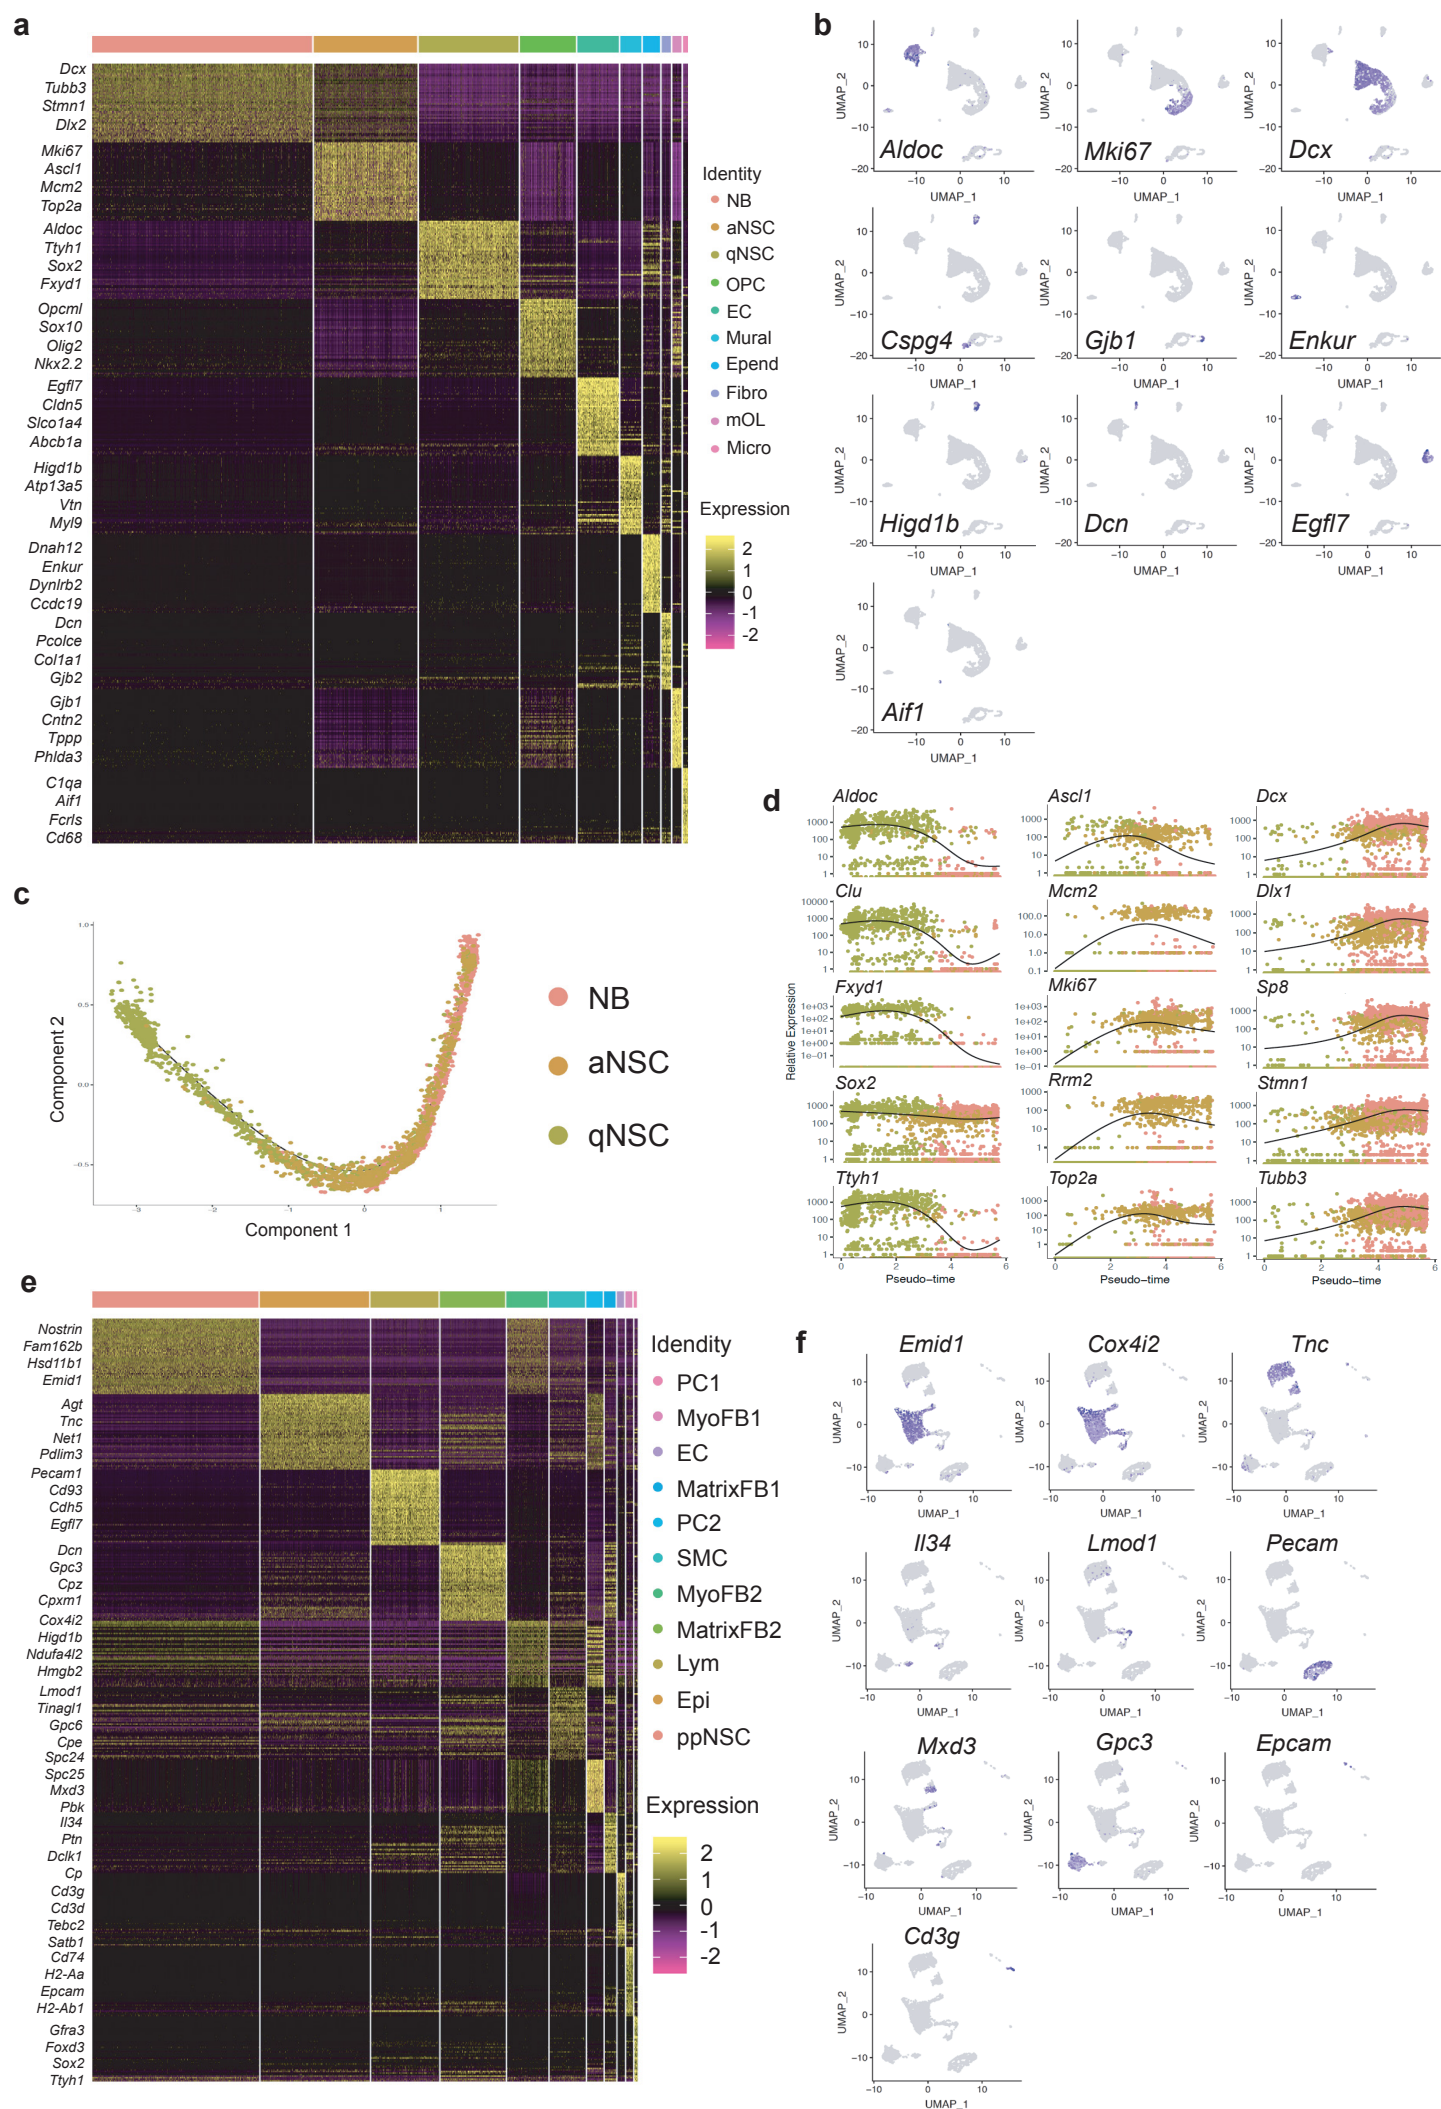

Supplementary Fig. 1

**Supplementary Fig. 1 Single-cell RNA-seq analysis of brain and lung Nes-GFP<sup>+</sup> cells.**

**a**, Heatmap of the expression of the top 50 marker genes in different brain populations. Each column represents a cell and each row represents a gene. **b**, UMAP showing the expression of representative markers for each population in brain Nes-GFP<sup>+</sup> cells. **c**, Pseudotemporal ordering of brain qNSC, aNSC and NB cells. **d**, Expression profile of representative genes along the pseudotime. The y axis depicts gene expression as transcript count and the running mean is in black. Each dot represents a cell and cells are highlighted in the same color gradient representing the same clusters in **(c)**. **e**, Heatmap of the expression of the top 50 marker genes in different lung populations. **f**, UMAP showing the expression of representative markers for each population in lung GFP<sup>+</sup> cells.

**a**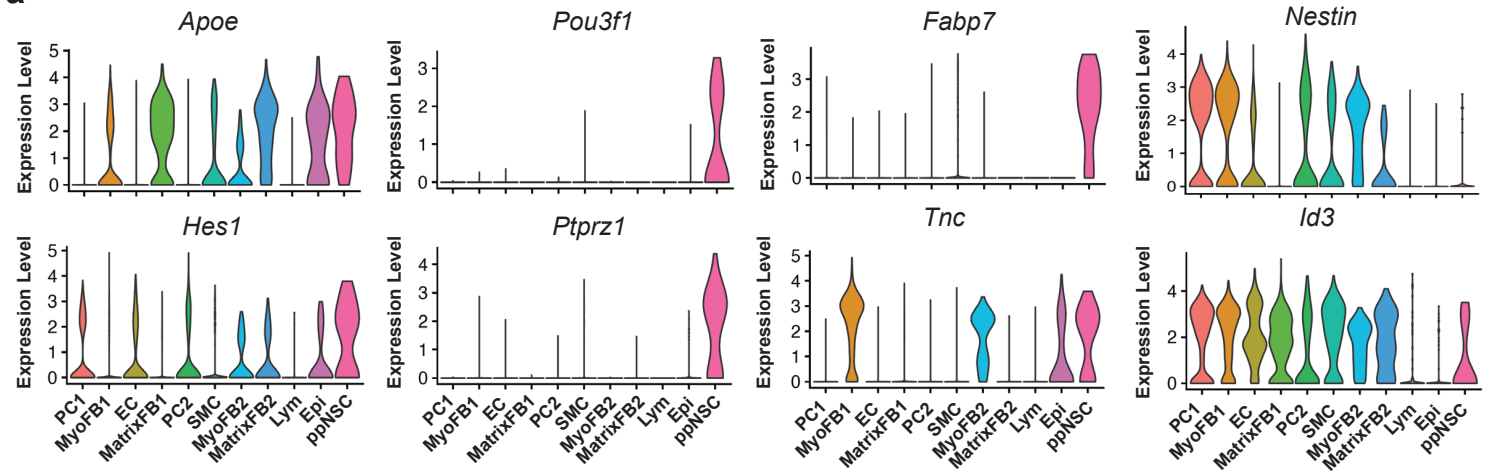**b**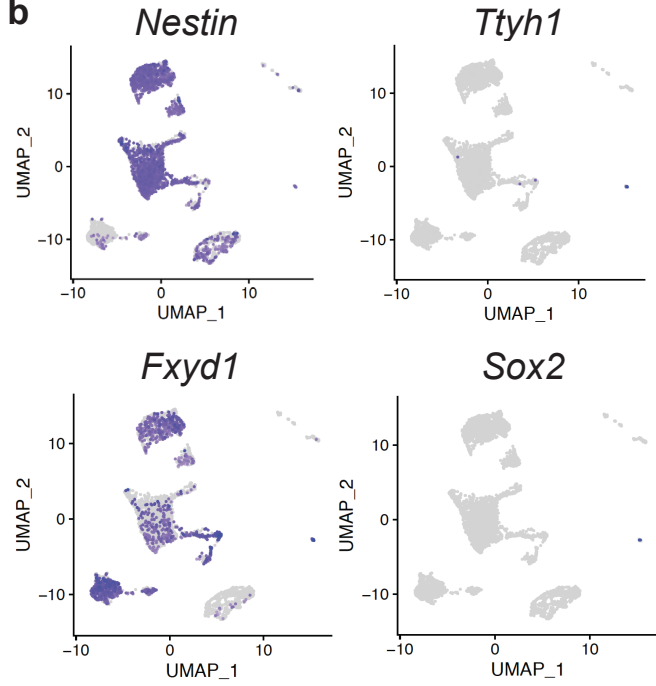**c**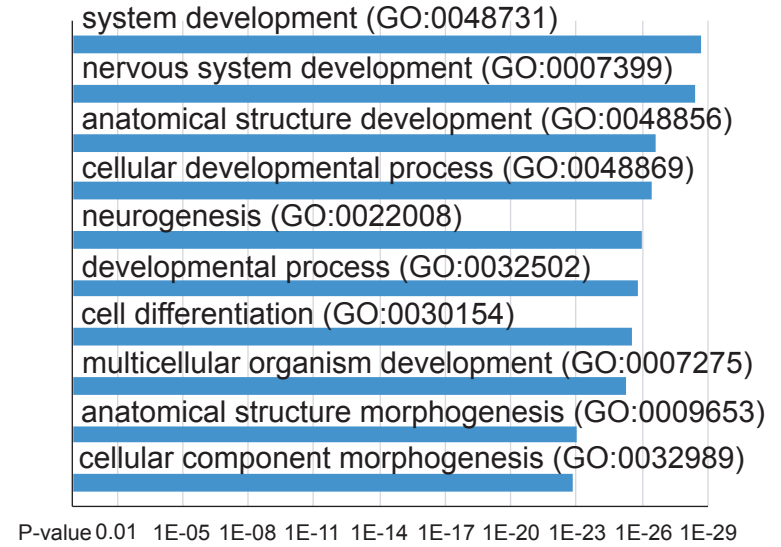**d**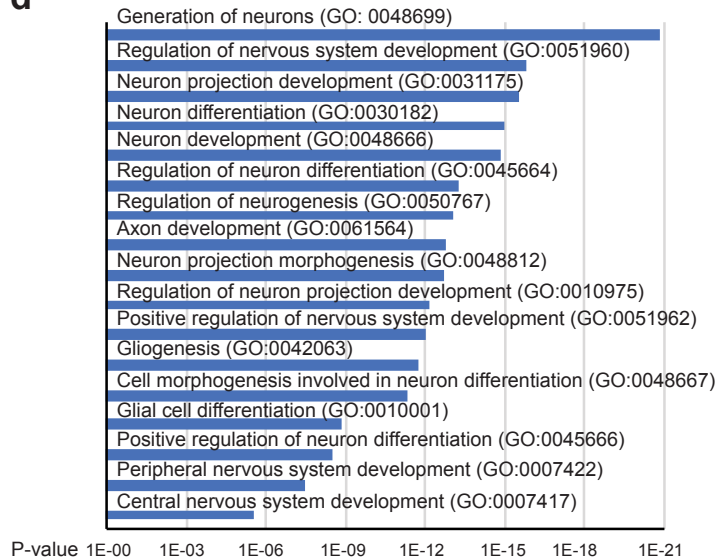**e**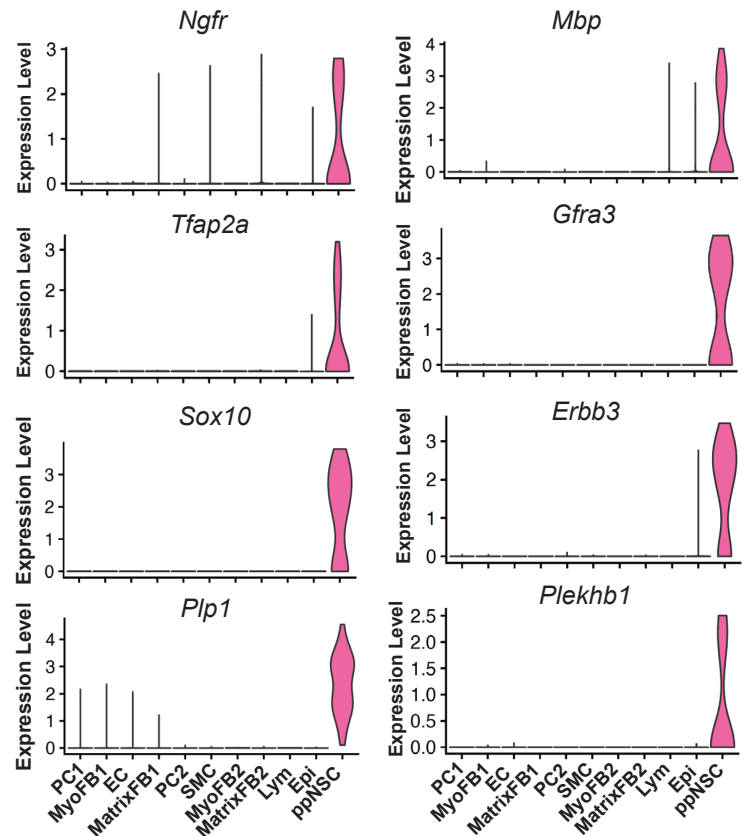**Supplementary Fig. 2**

**Supplementary Fig. 2 Analysis of Nes-GFP<sup>+</sup> lung neural cell cluster.**

**a**, Violin plots showing the expression of NSC marker genes in different populations of lung tissue. **b**, UMAP showing the expression of NSC marker genes in different populations of lung tissue. **c**, Top 10 Gene Ontology (GO) terms of neural cell cluster-expressing genes. P value calculated by FISHER test. **d**, Representative Gene Ontology terms of neural cell cluster of lung tissue. P value calculated by FISHER test. **e**, Violin plots showing the expression of Schwann cell marker genes in different populations of lung tissue.

# Supplementary material for: Multipotent neural stem cells originating from neuroepithelium exist outside the mouse central nervous system
**Source:** Nat Cell Biol. 2025 Apr 10;27(4):605–18. doi: 10.1038/s41556-025-01641-w
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Applied Biosystems 7500; Leica DMI6000B inverted fluorescence microscope equipped with a Hamamatsu Orca-R2 charge-coupled device camera for capturing immunofluorescence images; Zeiss LSM 710 confocal microscope; Zeiss LSM 780 confocal microscope; FACS Canto (BD Biosciences) or FACS Aria II (BD Biosciences); Chromium (10X Genomics); BD Rhapsody Express system (BD); Illumina NextSeq500.

#### Data analysis

iScan (v 1.3), BeadStudio (v 3.2), LAS AF (v.3.2.0), ZEN (3.9) software, Adobe Photoshop, ImageJ (2.1.0/1.53j), Microsoft Excel, UMI-tools (version 1.0.1), STAR (version 2.7.1a), Subread featureCounts (version 1.6.4), Seurat (version 3.1.5), BD Rhapsody WTA Analysis pipeline (version 1.11), Monocle (version 2.14), PANTHER (17.0), eBD FACS Diva (8.0.1), FlowJo software (10.6.1), Molecular Signatures Database (MSigDB) (3.0), MATLAB® (MathWorks®) software (R2020b), BeadStudio (3.2) (Illumina), QUMA, PatchMaster (2.4) software, Patcher's Power Tool routine for IgorPro (WaveMetrics, Lake Oswego, OR, USA) and SciDAVis program (<http://scidavis.sourceforge.net/index.html>), Molecular Signatures Database (MSigDB) (3.0), eBD FACS Diva (8.01), HISAT2 (v2.2.1), Cufflinks (v.2.2.1), HTSeq (htseq-count v1.99.2), lumiExpresso (2.24.0), R-Bioconductor (3.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession numbers for the microarray, bulk RNA-seq, and single-cell RNA-seq data in this study are available from Gene Expression Omnibus under accession number GEO: GSE151649, GSE213158, GSE213133. The publicly available datasets used in this study are available from Gene Expression Omnibus under accession number GEO: GSE30500, GEO3781644 and GEO6499593. The mouse reference genome for RNA-seq analysis is GRCm38 ([https://cloud.biohpc.swmed.edu/index.php/s/grcm38\\_tran/download](https://cloud.biohpc.swmed.edu/index.php/s/grcm38_tran/download)). Source data are provided with this study. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. For each experiment, sample size was chosen based on the common methods in literatures and our previous experiences.                                                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | The majority of experiments was independently repeated at least three times with successful replication, with the exception of single cell RNA-sequencing which was performed once. The number of independent experiments was provided in the figures legends or in the method.                                                                                                                                                                                                                                                                    |
| Randomization   | No randomization was used in this study. Randomization is not applicable to cell line studies. Animal studies were observational studies, identifying cell populations in its endogenous state without any external manipulations. Positive controls were taken from the same mice. In most cases, brain NSCs from the same mice served as control for assessing pNSCs from the lung, tail, or other organs. For negative control for the tamoxifen experiments, mice were age matched with the same genotype, except without tamoxifen injection. |
| Blinding        | Blinding was not performed in the experiments as most experiments were conducted by the same few investigators. For experiments comprising imaging analysis, laser intensity and channel parameters were uniform across all groups in the same set of experiment. All experiments were repeated independently multiple times to validate the results.                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Primary antibody for immunocytochemistry experiments: mouse anti-Nestin (Millipore, MAB353C3, 1:200), rabbit anti-Sox2 (Cell Signaling technology, #23064, 1:1000), goat anti-Sox2 (Santa Cruz, sc-17320, 1:500), rabbit anti-Olig2 (Millipore, AB9610, 1:1000), goat anti-Sox1 (R&D, AF3369, 1:200), mouse anti-Tuj1 (Sigma, T8660, 1:1000), rabbit-anti Tuj1 (Biolegend, 802001, 1:1000), rabbit

Alexa fluorophore-conjugated secondary antibodies (all from Invitrogen, 1:500) and DAPI/Hoechst 33342 (Invitrogen, 1:1000) were used to visualize primary antibodies and nuclei, respectively.

All primary antibodies used in this study are commercially obtained and were validated by commercial suppliers and confirmed by specific labeling of target molecules or cell types. Secondary antibodies have been tested in our experimental conditions to rule out unspecific reactivity.

rabbit anti-Sox10 (Abcam, ab155279, 1:500):

[https://www.abcam.com/en-us/products/primary-antibodies/sox10-antibody-epr4007-ab155279?srsltid=AfmBOorLqqbXS0x4lsDqPslaLvBHpVThBlugp7os60EhzmnhAIUbT\\_-6#tab=images](https://www.abcam.com/en-us/products/primary-antibodies/sox10-antibody-epr4007-ab155279?srsltid=AfmBOorLqqbXS0x4lsDqPslaLvBHpVThBlugp7os60EhzmnhAIUbT_-6#tab=images)

Primary antibody for immunohistochemical experiments:

rabbit anti-S100B (Abeam, ab41548, 1:200):

[https://www.abcam.com/en-us/products/primary-antibodies/s100-beta-antibody-ab41548?srsltid=AfmBOoqBQ\\_MvCnHNk0Y7hJp1tJqQaU6vKYFR8hFQszG2gnRPaLiO5n#tab=images](https://www.abcam.com/en-us/products/primary-antibodies/s100-beta-antibody-ab41548?srsltid=AfmBOoqBQ_MvCnHNk0Y7hJp1tJqQaU6vKYFR8hFQszG2gnRPaLiO5n#tab=images)

chicken anti-glial fibrillary acidic protein (Millipore, AB5541, 1:1000 or 1:500):

[https://www.merckmillipore.com/IE/en/product/Anti-Glial-Fibrillary-Acidic-Protein-Antibody,MM\\_NF-AB5541?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_COA](https://www.merckmillipore.com/IE/en/product/Anti-Glial-Fibrillary-Acidic-Protein-Antibody,MM_NF-AB5541?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_COA)

(see CoA)

rabbit anti-Oligo2 (Millipore, AB9610, 1:400):

[https://www.merckmillipore.com/IE/en/product/Anti-Olig-2-Antibody,MM\\_NF-AB9610?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_COA](https://www.merckmillipore.com/IE/en/product/Anti-Olig-2-Antibody,MM_NF-AB9610?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_COA)

(see CoA)

mouse anti-neuronal nuclei (NEUN) (Millipore, MAB377, 1:400):

[https://www.merckmillipore.com/IE/en/product/Anti-NeuN-Antibody-clone-A60,MM\\_NF-MAB377?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_COA](https://www.merckmillipore.com/IE/en/product/Anti-NeuN-Antibody-clone-A60,MM_NF-MAB377?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_COA)

(see CoA)

rat anti-Myelin Basic Protein (MBP) (Abcam, ab7349, 1:400):

[https://www.abcam.com/en-us/products/primary-antibodies/myelin-basic-protein-antibody-12-ab7349?srsltid=AfmBOoqqYD\\_LixbvFPAYluB7ztPpJnRMClmiRuCm\\_MfKUIC-V4SvHr#tab=images](https://www.abcam.com/en-us/products/primary-antibodies/myelin-basic-protein-antibody-12-ab7349?srsltid=AfmBOoqqYD_LixbvFPAYluB7ztPpJnRMClmiRuCm_MfKUIC-V4SvHr#tab=images)

rabbit anti-GFAP (Thermo Fisher Scientific, RB087A, 1:400):

<https://www.fishersci.com/shop/products/gfap-glial-fibrillary-acidic-protein-rabbit-polyclonal-antibody-epredia/RB087A>

goat anti-tdTomato (SICGEN, AB8181-200, 1:400):

<https://store.sicgen.pt/catalog/product/AB8181>

chicken anti-GFP (AVES LABS, AB\_2307313, 1:400):

<https://www.antibodiesinc.com/products/anti-green-fluorescent-protein-antibody-gfp>

rabbit anti-RFP (Biomol, 600-401-379, 1:400):

<https://www.biomol.com/products/antibodies/primary-antibodies/epitope-tag/anti-red-fluorescent-protein-rfp-600-401-379>

rabbit anti-Ki67 (Abcam, ab15580, 1:400):

<https://www.abcam.com/en-us/products/primary-antibodies/ki67-antibody-ab15580?srsltid=AfmBOoWUA2BkT7tFHYgXg24rGmeCDt8F6Ez9ZL0Ejzgi6UiZ2ym#tab=images>

mouse anti-Nestin (Millipore, MAB353C3, 1:200):

[https://www.merckmillipore.com/IE/en/product/Anti-Nestin-Antibody-clone-rat-401-Cy3-conjugate,MM\\_NF-MAB353C3?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_COA](https://www.merckmillipore.com/IE/en/product/Anti-Nestin-Antibody-clone-rat-401-Cy3-conjugate,MM_NF-MAB353C3?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_COA)

Rabbit anti-Sox2 (Cell Signaling, #23064, 1:400):

<https://www.cellsignal.com/products/primary-antibodies/sox2-d9b8n-rabbit-mab/23064?srsltid=AfmBOorrh3BXPX5KMBOTjupSVFNIUoYdPyEChLdmwluK7G2ow9jDi3Ra>

goat anti-Sox1 (R&D, AF3369, 1:400):

[https://www.rndsystems.com/cn/products/human-mouse-rat-sox1-antibody\\_af3369#product-datasheets](https://www.rndsystems.com/cn/products/human-mouse-rat-sox1-antibody_af3369#product-datasheets)

mouse anti-Tuj1 (Sigma, T8660, 1:400):

<https://www.sigmaaldrich.com/HK/en/product/sigma/t8660>

rabbit-anti Tuj1 (Biolegend, 802001, 1:400):

<https://www.biolegend.com/fr-ch/products/purified-anti-tubulin-beta-3-tubb3-antibody-11579?GroupID=GROUP686>

rabbit-anti MPZ (Thermo Fisher Scientific, #PA5-37179, 1:400):

<https://www.thermofisher.com/antibody/product/MPZ-Antibody-Polyclonal/PA5-37179>

rabbit anti-Synapsin 1 (Sigma S193, 1:300):

<https://www.sigmaaldrich.com/HK/en/product/sigma/s193#product-documentation>

rabbit anti-GABA (Millipore, ABN131, 1:250):

[https://www.merckmillipore.com/IE/en/product/Anti-GABA-Antibody,MM\\_NF-ABN131?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_COA](https://www.merckmillipore.com/IE/en/product/Anti-GABA-Antibody,MM_NF-ABN131?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_COA)

(see CoA)

rabbit anti-ChAT (Millipore, AB143, 1:250):

[https://www.merckmillipore.com/IE/en/product/Anti-Choline-Acetyltransferase-ChAT-Antibody,MM\\_NF-AB143?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_COA](https://www.merckmillipore.com/IE/en/product/Anti-Choline-Acetyltransferase-ChAT-Antibody,MM_NF-AB143?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_COA)

rabbit anti-TH (Santa Cruz, sc-14007, 1:250):

<https://www.scbt.com/p/th-antibody-h-196?srsltid=AfmBOop6h8X-31yUilG0ocXkxZHuHZo50MM2vwp1gCk-euzHyWI80tx4>

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

Mouse embryonic limb NSCs, adult lung NSCs, brain NSCs from WT mice were derived in house. Mouse adult lung, postnatal lung, tail, DRG peripheral NSCs, brain NSCs from Nestin-GFP, Sox2-GFP, Wnt1-Cre-mTmG, Sox1-GFP, Sox1-Cre-mTmG, Sox1-CreERT2-EYFP mice were derived in house. All the cell lines were derived from mice of both sex randomly. HEK293 cells were obtained from American Type Culture Collection (ATCC).

Authentication

HEK293 cells were authenticated by STR profiling from the providers. Other cell lines were authenticated in house using various methods including RT-qPCR, immunofluorescence, genotyping, karyotyping and bulk RNA-seq.

Mycoplasma contamination

HEK293 cells were tested as negative. Other cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

All mice used were bred and housed at the mouse facility Max Planck Institute (MPI) in Muenster and the Centre for Comparative Medicine Research (CCMR) at The University of Hong Kong (HKU), and animal handling was in accordance with MPI or HKU CCMR animal protection guidelines. The protocols for animal handling and maintenance for this study were approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen under the supervision of a certified veterinarian in charge of the MPI animal facility (protocols: Az 81-02.05.50.17.014, Az 84-02.04.2016.A525, Az 81-02.04.2017.A376 and Az 84-02.05.2016.A494) and by the Government of the Hong Kong Special Administrative Region Department of Health (protocol: (23-208) in DH/HT&A/8/2/3 Pt.55). C57BL/6, CD1, B6C3F1 mice were bred in house. The background of WT mice used in this study was CD1 mice or mixtures between CD1 and C3H. Nestin-GFP mouse (Stock No: 029671), Wnt1-Cre mouse (Stock No: 007807), R26-mT/mG mouse (Stock No: 007676) were from the Jackson Laboratory and bred in house with WT mice. Sox1-GFP mice were kindly provided by Professor Stavros Malas (University of Nicosia Medical School). R26-RFP mice were kindly provided by Professor Ralf Admas (Max Planck Institute for molecular biomedicine). Sox2-GFP mice were generated in house. Sox1-Cre sperm were got from RIKEN BRC and Sox1-Cre mice were generated in house. Sox1-CreERT2-R26-EYFP mice were kindly provided by Professor Vasso Episkopou and Professor Robin Lovell-Badge. All transgenic mice were bred with WT mice in house for experiments. Adult WT or transgenic mice with age around 8-12 weeks were used for breeding. Adult WT or transgenic mice with age around 4-6 weeks were used for experiments. Postnatal mice with age day 1-5 were used for experiments. Embryonic limb cells were derived from embryos at embryonic day 13.5. For the teratoma assay, SCID mice (2-3 months old) were used. For the in vivo transplantation experiments, NOD. Cg-Prkdcscid Il2rgtm1Wjl/SzJ mice (8 weeks) or C57BL/6 (postnatal day 1) mice were used. Mice were maintained in the animal facility with a controlled temperature of 22 °C, 40–60% humidity, a 14:10 h light:dark photoperiod, and free access to water and food.

Wild animals

This study did not involve wild animals.

Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

Animal experiments and husbandry were performed according to the German Animal Welfare guidelines and approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (State Agency for Nature, Environment and Consumer Protection of North Rhine-Westphalia). Animal experiments and husbandry were approved by the Government of the Hong Kong Special Administrative Region Department of Health and performed according to HKU CCMR regulations.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Adult or postnatal Nestin-GFP mice, Wnt1-Cre-mTmG mice, Sox2-GFP mice, Sox1-GFP mice, Sox1-Cre-mTmG, Sox1-CreERT2-R26-EYFP mice were sacrificed, lung, brain, tail or DRG tissues were cut and minced using a pair of scissors, and incubated with 0.25% trypsin (Invitrogen) at 37°C for 10 min. After trypsinization, 3 times volume amount of MEF medium was added, and the entire suspension was pipetted up and down to dissociate the tissues. The dissociated tissues were passed through a 40-µm cell strainer (Beckon Dickinson, BD), centrifuged and resuspended in FACS medium (D-PBS without calcium and magnesium (Sigma) supplemented with 0.3% BSA (Sigma)).

Instrument

Flow cytometry was performed using either FACS Canto (BD Biosciences) or FACS Aria II (BD Biosciences).

Software

The data were analyzed using either eBD FACSDiva 8.01 (BD Biosciences) or FlowJo software 10.6.1 (Tree Star, Inc.).

Cell population abundance

After the sorting the cell population identity and abundance was verified by fluorescent microscope.

Gating strategy

Single viable cells were first selected based on forward scatter area/side scatter area and forward scatter width/forward scatter area gating to select for live cells and then sorted for GFP. For GFP+ cell sorting, brain GFP+ cells was used as positive control to select strong GFP+ cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

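Bulk RNA-seq of polyA-selected RNA was re-analysed for 28 samples in 11 groups. The Nes-GFP experiment (Fig. 3m–o) holds brain NSCs, lung pNSCs, tail pNSCs, lung cells and tail cells with 2 replicates each. The Wnt1-Cre-mTmG experiment (Fig. 5f,g) holds brain NSCs, tail pNSCs, DRG pNSCs and DRG NCSCs with 3 replicates each. The Sox2-GFP experiment (Fig. 6f,g) holds brain NSCs and lung pNSCs with 3 replicates each and uses the same 2 samples of lung cells. Groups and replicate numbers were taken from the sample labels and the figure legends. The samples labelled only as lung, tail or brain were assigned to the Nes-GFP experiment because their groups and numbers match its legend.

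The authors aligned single-end NextSeq500 reads to GRCm38 with HISAT2 v2.2.1, annotated them with Cufflinks v2.2.1 and counted reads per gene with htseq-count v1.99.2, and the deposited values are these raw counts per gene, with 28244 genes. The quantile normalization and log2 transform that the paper's methods describe come after this step and were computed anew. The paper's text does not state the strand setting, the counting mode or the annotation release. Gene positions were taken from GENCODE on GRCm38 by gene symbol, with any overlapping gene on either strand. Many of the genes named in the text overlap another gene on the same or the opposite strand, which limits their counts. They are *Sox2*, *Sox1*, *Pax6*, *Gfap*, *Foxd3*, *Mbp*, *Xist*, *Six3*, *Six3os1*, *Otx2*, *En2*, *Zic1*, *Zfhx4*, *Hes5*, *Hydin*, *Fndc3c1*, *E030030I06Rik*, *Col1a2*, *Col3a1* and, of the *Hox* genes, *Hoxa3*, *Hoxa6*, *Hoxa9*, *Hoxb2*, *Hoxb3*, *Hoxb5*, *Hoxb6* and *Hoxd8*.

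The total counts per sample ran from 9808246 to 22637031. The smallest detectable amount was taken as 3 counts. A fold change against a group with all samples at or under 3 counts was computed against 3 counts and is given as a lower bound, and none is given when both groups are at or under it.

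Differential expression was tested with edgeR 4.0.16 in R 4.3.3. For each experiment, genes were filtered with filterByExpr (minimum count 10, minimum total 15), library sizes were scaled by TMM, and a quasi-likelihood model was fitted over all its groups (16948, 14448 and 16234 genes for the Nes-GFP, Wnt1-Cre-mTmG and Sox2-GFP experiments). The test is two-sided, p-values were adjusted by Benjamini–Hochberg within each of the 11 comparisons, and genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 were counted. For some genes the adjusted p is too small to be represented, and a value marked SE is given in its place. It is the absolute log2 fold change divided by the square root of the F statistic of the edgeR test. It is not a standard error from the fit, and for large changes it can be smaller than the replicate spread implies. Genes with group means at least 4-fold apart were counted on TMM-scaled log2 values with 1 added. Pearson's r, Euclidean distances and average-linkage trees used quantile-normalized log2 values with 1 added over the tested genes. The difference of the pNSC effect between experiments was tested as an interaction in 1 edgeR fit over all 28 samples (17393 genes). A limma test (version 3.58.1) had been named for values of other units, and edgeR was used because the values are counts. Coefficients across genes treat genes as items and carry no p-value.

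The genes named in the text were chosen by a rule. They come from a fixed list (the paper's NSC, NC, mesenchymal and glial markers, and patterning genes), from the *Hox* genes past both thresholds, and, for each comparison, from the 3 largest rises and 3 largest falls past both thresholds. The last needed a mean normalized count of at least 127 over the groups compared, and no overlap between the groups' samples. Results for some of these genes are not reported here. Genes chosen after their values were seen are named as such.

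The main choices and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, upper-quartile scaling, no filter except for genes without counts, a stricter filter at a mean count of 100, a fit of only the groups compared, replicate number as a block, 10 added to each value in place of 1, no limit on the fold change, Spearman's correlation, 1 minus Pearson's r as the distance, the 1000 genes of highest variance, centring on the median, limma without a variance trend, and leaving out each replicate in turn. The replicate block takes its pairing from the replicate numbers in the labels, which the paper does not describe as pairs. Its reporting summary says that the control brain NSCs mostly came from the mice that gave the pNSCs, without linking replicate numbers. Quantile normalization for the 4-fold counts, and 1 minus Pearson's r without the filter, were added after the data had been seen. The pipeline was tested on simulated data with 200 changed genes: the edgeR fits of all 3 designs and of the interaction recovered 200, with at most 2 false calls. The limma fit of the interaction, used as an alternative, also recovered 200, with 52 false calls. All simulated changes were of 2 on the log2 scale, in genes with high counts, under the count model that edgeR assumes. Recovery of smaller changes, or of genes near 0 counts, was not tested. Python 3.11.15 with matplotlib 3.10.9 drew the figures.

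Immunofluorescence, RT–qPCR, DNA methylation, microarray and single-cell data were not analysed here.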

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

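The tests of *Hox* RNA from the tissue of origin, of the position of the tissue along the body axis and of reads assigned from other libraries were chosen only after the result was seen.

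The change of tail pNSCs against brain NSCs was not the same in the Nes-GFP and Wnt1-Cre-mTmG experiments: a test of the difference itself gave 2785 of 17393 genes, 1227 more positive and 1558 more negative in the Nes-GFP experiment. For lung pNSCs of the Nes-GFP (adult) and Sox2-GFP (postnatal) experiments it gave 2457 genes, 1433 more positive and 1024 more negative in the Nes-GFP experiment. Gene length and GC content were compared with the difference over the 17297 genes (99.4%) that have both. Spearman's rho across genes was -0.0318 for length and 0.0161 for GC content in tail, and 0.0715 and 0.0143 in lung, so neither orders the differences. After thinning all libraries to the smallest total, 2492 genes were counted for tail and 2122 for lung. Among them were 2295 (82.4%) of the 2785 and 1932 (78.6%) of the 2457 genes, so library size does not account for most of them. The brain NSCs of the experiments also differ from each other. For tail, 32.7% of the 2785 genes changed more between the brain NSCs than between the pNSCs, which goes against the brain NSC lines as the main source. For lung the share was 74.5%, and different brain NSC lines remain a candidate explanation for most of the lung difference. Reporter line, culture and experiment change together here, and lung pNSCs also differ in the age of the mice. No biological explanation was tested.

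*Hox* genes, which the paper does not discuss, differed from the brain NSCs of the same experiment in every pNSC group and in NCSCs. Of 39 *Hox* genes listed, 36 passed the filter and were tested in the Nes-GFP, 35 in the Wnt1-Cre-mTmG and 14 in the Sox2-GFP experiment. The number past both thresholds was 19 in Nes-GFP tail pNSCs (all higher) and 6 in Nes-GFP lung pNSCs (all higher). It was 33 in Wnt1-Cre-mTmG tail pNSCs (all higher), 31 in DRG pNSCs (all higher) and 29 in DRG NCSCs (28 higher, 1 lower). In Sox2-GFP lung pNSCs it was 8 (5 higher, 3 lower). Adjusted over the *Hox* genes alone, the numbers were the same except for Nes-GFP lung pNSCs, where 4 passed. Upper-quartile scaling moved no sample by more than 0.0636 on the log2 scale against TMM. The summed *Hox* level was 182 ± 0.536 cpm in Nes-GFP tail pNSCs and 36.6 ± 2.07 in the brain NSCs beside them (n = 2), and 478 ± 8.70 in Wnt1-Cre-mTmG tail pNSCs and 637 ± 3.79 in DRG pNSCs against 4.14 ± 0.369 in their brain NSCs (n = 3).

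RNA or cells carried over from the tail would bring all tail genes at a similar share. In Nes-GFP tail pNSCs the median *Hox* gene stood at 25.1% of its tail cell level (18 genes, 1.86 to 350.1%). The median of 10 mesenchymal genes stood at 0.00568% (8.78e-05 to 6.67%). The ranges overlap, and the medians go against carry-over as the source for the *Hox* genes as a set. Of the 36 *Hox* genes higher in at least 1 of the tail and DRG comparisons, 22 have no overlapping gene on the opposite strand, so antisense reads do not account for the pattern. After thinning, 80 *Hox* calls were made over these 3 comparisons, against 83 at full depth. Reads shared between *Hox* paralogues were not tested. Such reads would move counts from one *Hox* gene to another, which limits the values of single genes and does not account for the rise of the sum. As a biological hypothesis, *Hox* expression may follow the position of the tissue along the body axis, with the highest paralogue groups in tail and not in lung. The highest paralogue number among genes past the thresholds was 13 in Nes-GFP tail, Wnt1-Cre-mTmG tail and DRG pNSCs and 7 in Sox2-GFP lung pNSCs, but it was also 13 in Nes-GFP lung pNSCs, where *Hoxa13* had 0.112 ± 0.158 cpm (5 counts in 1 replicate and 0 in the other, adjusted p 0.0497), and as set the test came out against the hypothesis, through this gene alone. As values only, chosen after that test, the summed level of groups 8 to 13 was 116 cpm in Nes-GFP tail, 398 in Wnt1-Cre-mTmG tail and 311 in DRG pNSCs, 2.51 and 0.122 in Nes-GFP and Sox2-GFP lung pNSCs, and 0.0563 or less in the 3 groups of brain NSCs.

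Sex-linked genes, which the paper does not analyse, gave *Xist* and Y-linked reads in the same libraries in 5 of the 11 groups, 3 of them pNSCs. *Xist* and summed Y-linked levels were 1552 and 15.8 cpm in Nes-GFP tail pNSCs, 868 and 106 in tail cells, 1143 and 91.3 in Wnt1-Cre-mTmG tail pNSCs, 311 and 134 in DRG NCSCs, and 145 and 373 in DRG pNSCs. The other groups had 1 of the 2 signals, at 682 cpm of *Xist* or more without Y-linked counts, or at 233 cpm of Y-linked genes or more with *Xist* at 0.443 cpm or less. Reads assigned from other libraries would reach every library, and *Xist* in Wnt1-Cre-mTmG brain NSCs stood at 0.00811% of its level in Wnt1-Cre-mTmG tail pNSCs, which goes against that source. Cells of mice of both sexes pooled in a culture may give this pattern. The paper's methods say that pNSC clusters were picked one by one and were mostly clonal. A library from 1 such clone would not be expected to carry both signals. Its reporting summary says that lines came from mice of both sexes at random. A test of pooling was set aside because its reference groups had been chosen by the measured values. The explanation remains open, and no cell was observed singly.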

How the results depend on the processing

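None of the tests in this part was chosen after the result was seen, except for the added alternatives named as such and the counts over the fixed gene list. The list of gene results was also shortened to genes named in the text after the alternatives had been seen. Of 324 alternative values for the 38 comparison results, 221 stayed within the replicate s.d. or within 1.5 times the count, and 103 did not. Of 1776 alternative values for the 176 gene results, 1762 kept their direction and their side of an adjusted p of 0.05, 12 lost an adjusted p under 0.05, 1 gained it and 1 changed direction. The shortening took out results that changed direction. Over the whole fixed gene list in all 11 comparisons (339 results, 3305 alternative values), 3217 kept both, 23 lost an adjusted p under 0.05, 15 gained it and 50 changed direction. These 50 values belong to 31 results, none of which had an adjusted p under 0.05 in the main fit. DESeq2, upper-quartile scaling, no filter except for genes without counts, a fit of only the groups compared, and the replicate block kept every count of differentially expressed genes within 1.5 times. The same holds for centring and quantile normalization (the latter chosen after seeing the data) for the total of genes at least 4-fold apart. It holds for the *Hox* counts under each alternative run for them. For the interaction it holds for limma without a trend (3120 and 2610 genes), which made 52 false calls in simulated data against 2 for edgeR. The excess of lower over higher genes against tissue was kept by centring: the higher and lower genes were 969 and 4194 in the main choice and 1490.0 and 3656 with centring for Nes-GFP tail pNSCs, 1674 and 4547 and then 2138 and 4173 for Nes-GFP lung pNSCs, and 1629 and 4339 and then 1922 and 4085 for Sox2-GFP lung pNSCs. With upper-quartile scaling the differentially expressed genes were 2522 higher and 5427 lower, 3690.0 higher and 5762 lower, and 3629 higher and 5588 lower. With the stricter filter the excess was smaller, at 1274 higher and 1872 lower, 1994 higher and 2215 lower, and 2069 higher and 2251 lower. Quantile normalization gives every sample the same distribution and so evens out such an excess, to 2564 and 2642, 3218 and 3204, and 3135 and 3105. For the values below, the cause was not tested.

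Values follow this order of comparisons: against brain NSCs for Nes-GFP tail pNSCs and Nes-GFP lung pNSCs; against their tissue for Nes-GFP tail and lung pNSCs; against brain NSCs for Wnt1-Cre-mTmG tail pNSCs, DRG pNSCs and NCSCs; against NCSCs for tail and DRG pNSCs; and Sox2-GFP lung pNSCs against brain NSCs and lung cells. With the stricter filter, the numbers of differentially expressed genes were 702, 520, 3146, 4209, 1131, 474, 2608, 2745, 2748, 1056 and 4320, and those of genes whose effect differed between experiments were 1383 for tail and 1165 for lung. With no limit on the fold change they were 8318, 6835, 14042, 14582, 9460, 6634, 11804, 12076, 11903, 10636 and 14736. With 10 added in place of 1, the Nes-GFP comparisons with brain NSCs had 1162 and 913 differentially expressed genes and 303 and 225 genes at least 4-fold apart; the other comparisons stayed within 1.5 times.

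Pearson's r has a very small replicate s.d., and every change of method moved it. Without the filter it was 0.975, 0.979, 0.811, 0.752, 0.970, 0.980, 0.898, 0.902, 0.892, 0.979 and 0.750. Spearman's coefficient was 0.978, 0.983, 0.732, 0.633, 0.948, 0.975, 0.793, 0.798, 0.788, 0.972 and 0.605. With 10 added, r was 0.979, 0.983, 0.718, 0.617, 0.944, 0.971, 0.774, 0.7796, 0.767, 0.973 and 0.583. In each of these settings the pNSCs had a higher coefficient with brain NSCs than with tissue cells or NCSCs. The distance ratio was 0.0821, 0.209 and 0.0719 (Nes-GFP, Wnt1-Cre-mTmG, Sox2-GFP) with 1 minus Pearson's r, and 0.144, 0.295 and 0.115 with the same distance without the filter, chosen after seeing the data. It was 0.196 (Nes-GFP) and 0.165 (Sox2-GFP) over the 1000 genes of highest variance, and 0.249 and 0.263 with 10 added.

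Across the fits that each left out 1 replicate, r ran from 0.9696 to 0.9704, from 0.9753 to 0.9760, from 0.689 to 0.690, from 0.584 to 0.587, from 0.933 to 0.934, from 0.9613 to 0.9615, from 0.730 to 0.731, from 0.736 to 0.737, from 0.724 to 0.726, from 0.9701 to 0.9704 and from 0.535 to 0.536. The distance ratio ran from 0.279 to 0.292, from 0.442 to 0.466 and from 0.267 to 0.269. In the comparisons with 3 replicates in a group, the number of differentially expressed genes ran from 2543 to 2647 (Wnt1-Cre-mTmG tail pNSCs against brain NSCs), 1318 to 1393 (DRG pNSCs against brain NSCs), 5274 to 5609 (NCSCs against brain NSCs), 5383 to 5443 and 5448 to 5775 (tail and DRG pNSCs against NCSCs), 2446 to 2495 and 9070 to 9090 (Sox2-GFP lung pNSCs against brain NSCs and lung cells, the latter without leaving out lung cells). Genes at least 4-fold apart ran from 748 to 778, 575 to 631, 5169 to 5227, 6227 to 6245, and 5958 to 5980 for Sox2-GFP lung pNSCs against lung cells. The Nes-GFP comparisons have 2 replicates against 2, and no test was run with a replicate left out.

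Among these gene results, the direction changed for *Pax6* in DRG pNSCs against brain NSCs. It went from -0.04 to 0.018 without replicate 2 of the DRG pNSCs, the highest of its values with a replicate left out, which start at -0.113. It did not pass an adjusted p of 0.05 in any alternative run for it.

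Samples with the same replicate number were no more alike than others: the mean correlation of their residuals ran from -0.0228 to 0.0159. With replicate number as a block, the numbers of differentially expressed genes were 1788, 1420.0, 7821, 9281, 2625, 1373, 5328, 5468, 5536, 2500.0 and 9099, and those of the interaction 2748 and 2420.0. Depth limits the genes near 3 counts: brain NSCs and DRG pNSCs of the Wnt1-Cre-mTmG experiment had totals from 9808246 to 11431445, and levels under about 0.3 cpm could not be told from 0 there.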

Differences from the paper's values

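The last join of the tree stands at about 0.16 in the paper's Fig. 3n, read by eye, and at 384 here in Euclidean distance for the Nes-GFP experiment. None of the alternatives set before the data were examined closed the gap: the height was 0.369 with 1 minus Pearson's r, 241 over the 1000 genes of highest variance and 302 with 10 added. With 1 minus Pearson's r without the filter, an alternative chosen after seeing the values, it was 0.226, within 1.5 times the paper's value. In the paper's Fig. 5g the last join stands at about 0.07, read by eye, and here at 258 for the Wnt1-Cre-mTmG experiment, with 0.272, 189.9 and 202 under the alternatives set before the data were examined, none of which closed the gap. The alternative chosen after seeing the values gave 0.108, which still differs. In the paper's Fig. 6g it stands at about 0.17, read by eye, and here at 409 for the Sox2-GFP experiment, with 0.467, 274 and 323 under the alternatives set before the data were examined, none of which closed the gap. The alternative chosen after seeing the values gave 0.251, within 1.5 times the paper's value.

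The log2 value of *Olig2* in tail cells is about 0.3 in the paper's Fig. 3o, read by eye, and 0.53 here. None of the alternatives set before the data were examined closed the gap: it was 0.67 without the filter and 3.39 with 10 added. The other 10 values of Fig. 3o that could be read by eye did not differ.

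In the RT–qPCR of Fig. 3l the paper places *Sox1* of Nes-GFP tail pNSCs above that of brain NSCs. In the RNA-seq counts *Sox1* was lower in tail pNSCs, with a log2 fold change of -2.04.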

Other observations

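The tests of splits within experiments, of *En1* and *En2*, of the spread between replicates, of mesenchymal genes, of *Sox1* scaling, and those of library size and gene length for NCSC replicate 3 were chosen only after the result was seen.

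The samples of each 3 against 3 comparison can be split in 10 ways, and 4 of these part all 3 same-numbered pairs. In each of the following comparisons 1 of the 4 splits, the real one, gave as many differentially expressed genes: tail pNSCs against brain NSCs (1 of the 4 splits), DRG pNSCs against brain NSCs (1 of the 4 splits), NCSCs against brain NSCs (1 of the 4 splits), tail pNSCs against NCSCs (1 of the 4 splits), DRG pNSCs against NCSCs (1 of the 4 splits) and Sox2-GFP lung pNSCs against brain NSCs (1 of the 4 splits). With 4 splits the share cannot fall under 0.05, and these counts cannot be told apart from a grouping by chance on this test alone. The other splits gave 0 differentially expressed genes. At an unadjusted p under 0.05 they gave 32 to 516 genes, and the real splits 7487 to 12175.

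In the Wnt1-Cre-mTmG experiment, brain NSCs and DRG pNSCs had lower totals than tail pNSCs and NCSCs. After thinning the 12 libraries to 9808246 counts, 2443 genes were differentially expressed between tail pNSCs and brain NSCs, 2328 of them among the 2630 at full depth, and 1294 between DRG pNSCs and brain NSCs, 1252 of them among the 1377. These counts do not rest on the difference in library size.

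Brain NSCs of different experiments differed in 2168, 3311 and 2697 genes in the fit over all samples. The median, 2697, is above the median of 1877 for pNSCs against brain NSCs within an experiment. The ranges overlap, since the 5 comparisons of pNSCs with brain NSCs gave 1502 to 2936 genes. Brain NSC lines and experiments cannot be separated. Over the 8 groups of brain NSCs and pNSCs, 126 genes did not overlap between all peripheral and all brain groups (46 higher, 80 lower in peripheral groups; chance share for a gene 3.57%). Among the ways to split the 8 groups, 28 of the 56 splits gave at least as many (median 121.5, largest 756), but many of these splits follow the experiments. Among splits that, like the real one, take 1 group from each experiment, 5 of the 18 splits gave at least as many (median 71.0, largest 230.0). With 18 splits the share cannot fall under 0.05, and the number cannot be told apart from a split by chance on this test alone. Called in the same direction in all 5 comparisons of pNSCs with brain NSCs were 47 genes, 13 higher and 34 lower. Comparisons within the Nes-GFP and Wnt1-Cre-mTmG experiments share their brain NSC samples, which favours agreement. The number to be had by chance was not computed. Examples, chosen after their values were seen, are *Otx1*, *Otx2* and *Nr2e1* among the lower and *Hoxa3*, *Hoxa6* and *Calca* among the higher.

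*En1* and *En2*, chosen after their values were seen, were higher in lung pNSCs than in brain NSCs, by log2 fold changes of 0.71 and 1.54 in the Nes-GFP and of 2.89 and 1.87 in the Sox2-GFP experiment. RNA or cells from the lung do not account for *En2*, which had 0.0312 cpm in lung cells. The hypothesis that lung pNSCs carry the *Hox* pattern of the lung was tested on *Hoxb2* to *Hoxb6*, which lung cells express at 2.92 to 26.5 cpm. Of these 5 genes, 0 reached 1 cpm in lung pNSCs of both experiments (no counts in either), which goes against the hypothesis for these genes. Other *Hox* values run the other way. The summed level of groups 1 to 7 was 188 cpm in lung cells and 78.7 and 84.9 cpm in Nes-GFP and Sox2-GFP lung pNSCs, that of groups 8 to 13 was 1.46, 2.51 and 0.122 cpm, and *Hoxa3* had 17.5, 25.1 and 26.7 cpm. The hypothesis remains open for the *Hox* genes as a whole.

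Replicates varied little beyond counting error in most groups. If they came from a single culture, the Y-linked share of *Xist* and Y-linked reads would be the same in all of them. In 2 of the 5 groups with both signals the share did not differ between replicates beyond counting error, and in the others it did. Over all genes the replicates of those others also varied beyond counting error. Their squared differences were 1.67 times it in tail cells, 1.09 to 1.28 times in DRG pNSCs and 2.22 to 21.0 times in NCSCs. A difference in the share therefore does not separate the cases. The share ran from 1.00 to 1.02% in Nes-GFP tail pNSCs, 10.4 to 11.4% in tail cells, 7.26 to 7.66% in Wnt1-Cre-mTmG tail pNSCs, 29.0 to 32.3% in NCSCs and 71.2 to 73.2% in DRG pNSCs. Among the groups with 1 signal, 3 had *Xist* without Y-linked counts (lung cells among them) and 3 had Y-linked reads with little *Xist*. Every replicate of a group had the same signal. The paper's reporting summary says that the lines came from mice of both sexes at random. Independent lines from single mice would then be expected to differ in sex within some groups, which argues against such replicates. The origin of the small spread otherwise stays open.

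Wnt1-Cre-mTmG tail pNSCs expressed mesenchymal genes, among them *Col1a1* at 104 cpm. Over 10 such genes, from a list written after *Col1a1*, *Col1a2*, *Col3a1* and *Dcn* had been seen, the level was 0.247 to 21.1% of that in tail cells (median 2.23%). The highest and lowest shares were 85.6-fold apart. *Pdgfra*, *Fbn1* and *Col5a1* had 22.4, 43.6 and 28.1 cpm in Wnt1-Cre-mTmG brain NSCs, so their shares may include expression by the pNSCs themselves. The other genes, at 4.19 cpm or less in these brain NSCs, had shares from 0.247 to 6.86%. This spread goes against an even admixture of remaining tail cells. The median share of the NCSC level was 11.6%, while *Sox10* stood at 0.907% and *Ngfr* at 0.293%, which goes against admixed NCSCs. Tail cells of a single type, with other proportions of these genes, were not tested.

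NCSC replicate 3 lies apart from the other two: over 10480 genes the s.d. of its log2 difference was 0.227, against 0.0993 between replicates 1 and 2, and 14 genes differed by at least 1 (7 higher, 7 lower). Its total is 0.784 of the mean of the others. After thinning the 3 libraries to 17051461 counts, the s.d. was 0.228 against 0.108, a ratio of 2.12 where it had been 2.28, which goes against library size as the source. Admixed pNSCs would move genes towards DRG pNSCs, and Spearman's rho across genes with the difference between DRG pNSCs and NCSCs was 0.0121. The rho with transcript length was -0.288 over 14382 genes (99.5%), so that an effect of gene length, as RNA quality may give, remains and cannot be told apart. No biological explanation was tested.

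For *Sox1* in Nes-GFP tail pNSCs, placed above brain NSCs by the paper's RT–qPCR and below them by the counts, normalization was tested. Scaled to *Gapdh*, the reference gene of that RT–qPCR, the log2 fold change was -2.20, and over all 5 scalings it ran from there to -1.80. Scaling to *Gapdh* therefore does not account for the difference. The upper-quartile factors move a sample by at most 0.0516, so that library-wide scaling of this size could not have changed the direction. The limit that *Sox1* overlaps *Sox1ot* on the same strand applies to every scaling.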
